# Immunomodulatory effects of trastuzumab deruxtecan through the cGAS-STING pathway in gastric cancer cells

**DOI:** 10.1186/s12964-024-01893-3

**Published:** 2024-10-24

**Authors:** Kyoung-Seok Oh, Ah-Rong Nam, Ju-Hee Bang, Yoojin Jeong, Sea Young Choo, Hyo Jung Kim, Su In Lee, Jae-Min Kim, Jeesun Yoon, Tae-Yong Kim, Do-Youn Oh

**Keywords:** ErbB-2, Trastuzumab deruxtecan, DNA damage, cGAS-STING signaling, Type-1 IFN

## Abstract

Although the efficacy of trastuzumab deruxtecan (T-DXd) against HER2-positive gastric cancers (GCs) has driven its clinical application, the precise mechanisms governing its immunomodulatory role remain unclear. In this study, we examined the immune-related mechanisms of action of T-DXd in GC cells. T-DXd exhibited potent antitumor effects in GC cells across diverse HER2 expression levels by inducing DNA damage and apoptosis. Activation of the DNA damage response by T-DXd led to increased PD-L1 expression. RNA-Seq analysis revealed that T-DXd modulated immune-related pathways, resulting in the upregulation of genes associated with inflammation and IFN signaling. Importantly, T-DXd activated the cGAS-STING pathway, inducing an IFN-I response in HER2-positive GC cells. Furthermore, T-DXd activated dendritic cells via the cancer cell-intrinsic cGAS-STING-IFN axis and enhanced PBMC-mediated tumor cell killing by activating CD8^+^ T cells. These findings provide valuable insights into the role of the cytosolic DNA sensing pathway in the action of T-DXd and offer a compelling rationale for combining T-DXd with immune checkpoint blockade therapies in GC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01893-3.

## Background

HER2 is a key therapeutic target in gastric and gastroesophageal junction cancers, with approximately 20% of patients classified as HER2-positive (IHC3+ or IHC2+ and ISH+) [1]. Trastuzumab-deruxtecan (T-DXd), a HER2-targeted antibody–drug conjugate (ADC), consists of an anti-HER2 monoclonal antibody linked to a topoisomerase-I (TOP1) inhibitor payload via a cleavable tetrapeptide-based linker, with a drug-to-antibody ratio of approximately 8 [2, 3]. T-DXd has demonstrated superior antitumor efficacy and overall survival benefits in patients with gastric cancer (GC), particularly in those previously treated with trastuzumab [4]. Additionally, T-DXd also shows promising clinical efficacy in patients with HER2-low (IHC2+/ISH- or IHC1+) GC, addressing the unmet medical needs of patients with limited therapeutic options [5].

Clinical trials have demonstrated the efficacy of immune checkpoint inhibitors (ICIs), particularly in combination with chemotherapy, for GC [6–8]. Combining conventional targeted therapies like trastuzumab with ICIs has emerged as a promising strategy to enhance immune responses by reshaping the tumor microenvironment (TME) and expanding the patient population benefiting from immune checkpoint blockade (ICB) therapies [9].

Trastuzumab can enhance ICI efficacy through several immune-mediated mechanisms, such as activating natural killer cells, promoting intratumoral T cell infiltration, and upregulating PD-L1 and HLA-II expression in HER2-positive cancer cells [10–14]. ADCs, including T-DXd, may further augment ICI activity by inducing immunogenic cell death (ICD) and stimulating dendritic cell (DC) maturation [15–17]. The KEYNOTE-811 trial corroborated that incorporating pembrolizumab with trastuzumab and chemotherapy significantly improved the objective response rate of patients with HER2-positive GC, especially those with a PD-L1 combined positive score ≥ 1, underscoring the potential of this combination [18].

Preclinical studies have shown that combining T-DXd with ICIs enhanced antitumor immunity by inducing ICD and increasing the infiltration of DCs and CD8^+^ T cells into tumors [19, 20]. Furthermore, T-DXd has been reported to upregulate MHC-I, PD-L1, and chemokines involved in immune cell recruitment [19–21]. These findings support the clinical development of T-DXd in combination with ICIs, such as durvalumab, pembrolizumab, and PD-1/CTLA-4 bispecific antibody in the DESTINY-Gastric 03 trial (NCT04379596). However, the precise cellular mechanisms driving these immunomodulatory effects remain unclear, although DNA damage response (DDR) may play a role.

The cyclic GMP-AMP synthase (cGAS)-stimulator of interferon genes (STING) signaling pathway is a crucial, evolutionarily conserved mechanism in innate immunity that detects cytoplasmic double-stranded DNA (dsDNA) and triggers immune responses, primarily via type I interferon (IFN-I) signaling. This pathway is critical for recognizing and eliminating microbial pathogens and is increasingly recognized for its role in cancer biology, where it helps prevent immune evasion and promotes antitumor responses [22]. Cancer-intrinsic cGAS-STING activation can be initiated by several mechanisms, such as the loss of DNA repair factors or chromatin fragments resulting from chromosome instability, both of which can generate cytoplasmic dsDNA [23]. This activation is critical in preventing tumor immune escape by inducing an IFN-I response, which is known to stimulate immune surveillance mechanisms. In addition to its role in cancer cells, the cGAS-STING pathway can be activated in neighboring immune cells by dsDNA released from tumor cells, which primes DCs and subsequently activates CD8^+^ T cells [24]. Such activation of the cGAS-STING pathway in DCs via various cancer-derived factors is crucial for initiating adaptive immune responses and enhancing antitumor immunity, highlighting the potential of the cGAS-STING pathway in therapeutic strategies aimed at harnessing innate immune responses to fight cancers [25–27].

TOP1 inhibitors, which are employed as cytotoxic payloads in various ADCs, including T-DXd, have been shown to activate the cGAS-STING pathway. This activation may enhance antitumor immunity and potentially contribute to synergistic effects when combined with ICIs [28–33]. However, the exact pathways through which T-DXd influences immune regulation and inflammatory signaling remain to be fully elucidated.

Our study aims to deepen the understanding of the molecular mechanisms driving T-DXd-mediated immune modulation in GC cells, with a particular focus on how this therapy reshapes the TME to promote enhanced immune responses. By investigating these mechanisms, we seek to provide valuable insights that can guide future therapeutic strategies, particularly in combination with ICIs.

## Methods

### Human cell lines and reagents

The human leukemia monocytic cell line THP-1 (RRID:CVCL_0006), and 10 human GC cell lines; MKN45 (RRID:CVCL_0434), SNU-719 (RRID:CVCL_5086), SNU-601 (RRID:CVCL_0101), SNU-668 (RRID:CVCL_5081), SNU-638 (RRID:CVCL_0102), KATO-III (RRID:CVCL_0371), AGS (RRID:CVCL_0139), SNU-484 (RRID:CVCL_0100), NCI-N87 (RRID:CVCL_1603), and SNU-216 (RRID:CVCL_3946) were obtained from the Korean Cell Line Bank (Seoul, Korea) and cultured in RPMI 1640 medium (Welgene, Gyeongsan, Korea) supplemented with 10% FBS and 10 µg/mL gentamycin at 37 °C in 5% CO_2_. Trastuzumab and camptothecin were purchased from Roche Korea and CJ Healthcare (Daejeon, Korea), respectively. AZD6738 (an ATR inhibitor; AstraZeneca, UK) was purchased from Selleckchem (Korea), and AZD0156 (an ATM inhibitor; AstraZeneca) was kindly provided by AstraZeneca. T-DXd was obtained from Daiichi Sankyo (Tokyo, Japan). The ecto-nucleotide pyrophosphatase/phosphodiesterase (ENPP1) inhibitor (#29,809) was purchased from Cayman Chemical (Ann Arbor, MI, USA), and 2′3′-cGAMP (#SML1229) was obtained from Sigma-Aldrich (St. Louis, MO, USA). STING inhibitor H-151 (#inh-h151) was purchased from Invivogen (San Diego, CA, USA) and Human Type I IFN Neutralizing Antibody Mixture (#39,000) was purchased from PBL Assay Science (Piscataway, NJ, USA).

### Cell viability assay

Cells were seeded in 96-well plates and treated with 50 μl of MTT solution (Sigma-Aldrich). After incubation at 37 °C for 4 h, the liquid was discarded and MTT formazans were solubilized with DMSO. The absorbance was measured at 540 nm using a Multiskan GO spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### Immunoblotting

Immunoblotting was performed according to an established protocol [34]. Briefly, cell extracts were prepared in SDS sample buffer, separated by polyacrylamide gel electrophoresis, and transferred onto a nitrocellulose membrane. The membrane was blocked with 1% nonfat milk and BSA in TBS-T for an hour. The primary antibodies used in this study were as follows: Santa Cruz Biotechnology (Dallas, TX, USA); anti-GAPDH (#sc-25778), anti-Chk2 (#sc-5278), Abcam (UK); anti-phospho ATM (S1981) (#ab81292), anti-ENPP1/PC1 (ab223268), anti-phospho Chk2 (T68) (#cst-2662), Millipore; anti-phospho histone H2A.X (γ-H2AX) (#05–636), Cell Signaling Technology (Danvers, MA, USA); anti-HER2/ErbB2 (#cst-2165), anti-ATM (#cst-2873), anti-cGAS (cst#83,623), anti-STING (cst#13,637), anti-phospho STING (S366) (#cst-19781), anti-phospho IRF3 (S396) (#cst4947), anti-phospho TBK1/NAK (S172) (#cst-5483), anti-phospho NF-kB p65 (S536) (#cst-3033), anti-phospho STAT1 (T701) (#cst-9167), anti-phospho STAT3 (T705) ( (#cst-9131), anti-IRF1 (#cst-8478), and anti-PD-L1 (#cst-13684).

### Subcellular fractionation

The isolation of cellular organelles from trypsinized cells was carried out using the Subcellular Protein Fractionation Kit (#78,840, Thermo Fisher Scientific) according to the manufacturer's guidelines.

### Clonogenic assay

Single-cell suspensions were seeded in six-well plates and incubated for nine days. Colonized cells were subsequently stained with Coomassie Brilliant Blue. Colony quantification was performed using the Gel Doc system software (Bio-Rad, Hercules, CA, USA).

### Cell cycle analysis

Cells were harvested by trypsinization and fixed in 70% ethanol at -20 °C for a minimum of 48 h. After treatment with RNase A, propidium iodide was added and the cell cycle was analyzed using a FACS Calibur flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA).

### Comet assay

Single-cell gel electrophoresis (comet assay) was conducted as previously described [33]. Cells were embedded in agarose, lysed, and subjected to alkaline gel electrophoresis. DNA was stained with SYBR Green and visualized using a STELLARIS 5 confocal microscope.

### Immunofluorescence

Immunofluorescence was performed as previously described [34]. Cells were fixed with 4% paraformaldehyde and permeabilized with 0.5% Triton X-100. For detecting cytoplasmic dsDNA, a modified 0.01% Triton X-100 was used to selectively permeabilize the plasma membrane. Cells were incubated with primary antibodies, followed by incubation with secondary antibodies, and imaged using a STELLARIS 5 confocal microscope (Leica Microsystems). Detailed antibody information is as follows: Primary antibodies: anti-Topoisomerase I-DNA Covalent Complexes (TOP1cc) (Sigma-Aldrich, #MABE1084), anti-γ-H2AX (Millipore, #05–636), anti-cGAS (Santa Cruz Biotechnology, #sc-515777), anti-ENPP1 (Abcam, #ab223268), anti-Lamin B1 (Abcam, #ab16048), anti-dsDNA (Abcam, #ab27156), and anti-Rad51 (Santa Cruz Biotechnology, #sc-398587). Secondary antibodies: Alexa Fluor 488 goat anti-rabbit IgG (Invitrogen, #A-11008), Alexa Fluor 594 goat anti-rabbit IgG (Invitrogen, #A-11012), and Alexa Fluor 594 goat anti-mouse IgG (Invitrogen, #A-11032).

### In vivo Complex of Enzyme assay

Protein-DNA complexes were extracted using the Human Topoisomerase ICE Assay Kit (#TG1020-1, TopoGEN, Buena Vista, CO, USA) according to the manufacturer’s instructions. Cells were lysed, and genomic DNA was precipitated and washed before sonication. The DNA concentration was measured using a Nanodrop, and equal amounts were subjected to slot blot analysis. Protein-DNA complexes were filtered through nitrocellulose membranes, blocked with 5% dry milk in TBS-T, and incubated overnight with anti-Topoisomerase I-DNA Covalent Complexes antibody (#MABE1084, Sigma-Aldrich).

#### ELISA

Secretion levels of cGAMP, CCL5, and CXCL10 were measured using ELISA. Intracellular and extracellular cGAMP levels were assessed with the Direct 2’3’-Cyclic GAMP (cGAMP) ELISA Kit (Arbor Assays, #K067-H5). CCL5 and CXCL10 levels in conditioned media were quantified using the Human CCL5/RANTES Quantikine ELISA Kit (R&D Systems, #DRN00B) and Human CXCL10/IP-10 Quantikine ELISA Kit (R&D Systems, #DIP100), respectively. All assays were conducted following the manufacturer’s instructions.

### Exosome isolation and dsDNA quantification

Exosomes were isolated from conditioned media using Total Exosome Isolation Reagent (Thermo Fisher Scientific, #4,478,359) after culturing cells in RPMI 1640 medium containing 10% exosome-depleted FBS (Gibco, Grand Island, NY, USA, #A2720803). Exosomal DNA was isolated using the XCF Exosomal DNA Isolation Kit (System Biosciences, Palo Alto, CA, USA, #XCF200A-1) and quantified using the SpectraMax Quant AccuBlue Pico dsDNA Assay Kit (Molecular Devices, San Jose, CA, USA, #R8354) and agarose gel electrophoresis.

### RT-qPCR

Total RNA was extracted using TRIzol (Invitrogen, #10,296,028) and reverse-transcribed to cDNA with the ImProm-II™ Reverse Transcription System (Promega, #A3800). Real-time PCR was conducted on a QuantStudio 3 Real-Time PCR Instrument (Applied Biosystems) using TOPreal SYBR Green qPCR PreMIX (Enzynomics, #RT500M). Primer sequences for the target genes were as follows: IFNβ1: sense 5′-TTG ACA TCC CTG AGG AGA TTA AGC-3′, anti-sense 5′-TTA GCC AGG AGG TTC TCA ACA ATAG-3′; CXCL10: sense 5′-CCA TTC TGA TTT GCT GCC TTA TC-3′, anti-sense 5′-TAC TAA TGC TGA TGC AGG TAG AG-3′; IFIT1: sense 5′-GCC TAT CGC CAA GAT TTA GAT GA, anti-sense 5′-TTC TGG ATT TAA CCG GAC AGC-3′; ISG15: sense 5′-CGC AGA TCA CCC AGA AGA TCG-3′, anti-sense 5′-TTC GTC GCA TTT GTC CAC CA-3′; CCL5: sense 5′-CCA GCA GTC GTC TTT GTC AC-3′, anti-sense 5′-CTC TGG GTT GGC ACA CAC TT-3′; RIG1: sense 5′-ACC AGA CCT CCT CTT GGC-3′, anti-sense 5′-GAA GGG GCA GAT GGC TGT-3′; PD-L1 (CD274): sense 5′-CCA AGG CGC AGA TCA AAG AGA-3′, anti-sense 5′-AGG ACC CAG ACT AGC AGC A-3′; IL-12: sense 5′-AGT GTC AAA AGC AGC AGA GG-3′, anti-sense 5′-AAC GCA GAA TGT CAG GGA G-3′; actin: sense 5′-CCA ACC GCG AGA AGA TGA-3′, anti-sense 5′-CCA GAG GCG TAC AGG GAT AG-3′.

### RNA-Seq

Total RNA was isolated using TRIzol, and RNA integrity was assessed with TapeStation RNA ScreenTape (Agilent, #5067–5576). Only samples with a RIN > 7.0 were used for RNA library construction. Libraries were prepared with the TruSeq Stranded mRNA Sample Prep Kit (Illumina, #RS-122–2101), quantified using KAPA Library Quantification kits, and qualified via TapeStation D1000 ScreenTape (Agilent, #5067–5582) before sequencing on an Illumina NovaSeq platform. Raw reads were trimmed with Trimmomatic 0.38 and aligned to the GRCh38 reference genome using HISAT v2.1.0. StringTie v2.1.3b was employed for transcript assembly and read count calculations. Differential expression was analyzed using DESeq2 (|fold change|≥ 2, *p* < 0.05). Hierarchical clustering was conducted with complete linkage and Euclidean distance, and functional pathway analysis was performed using gProfiler.

### Gene set enrichment analysis 

Gene set enrichment analysis (GSEA) was performed using GSEA software version 4.3.2 (SCR_003199). Hallmark and Gene Ontology gene sets from version 7.4 of the molecular signature database (mSigDB) (RRID:SCR_016863) were used. The analysis was conducted with 1,000 permutations to calculate *p*-values.

### RNA interference

The cells were transfected with either cGAS-targeting or non-targeting control (scrambled) siRNAs (Genolution, Seoul, Korea) using Lipofectamine 2000 (Thermo Fisher Scientific) for 6 h. Twenty-four hours after the initial transfection, the cells were harvested and reseeded for further experiments. The siRNA sequences used in this study were: cGAS sense 5′-CUA AGA UGC UGU CAA AGU UUU-3′, anti-sense 5′-AAC UUU GAC AGC AUC UUA GUU-3′, IRF1 sense 5′-GCA UCA UGG UGG AUA UGG UUU-3′, and anti-sense 5′-AUU UCA CUG GCU UUG GAA CUU-3′.

### THP-1-derived DCs

THP-1 cells were differentiated into a functional DC-like phenotype by treatment with 20 ng/ml phorbol 12-myristate 13-acetate (PMA) (Bio-Techne, Minneapolis, MN, USA, #1201) and 20 ng/ml recombinant human IL-4 (PeproTech, #200–04) for 72 h. The medium was replaced with fresh cytokines on day 3. Cancer cells and THP-1-derived DCs were directly cocultured at a seeding ratio of 3:1. Antibodies against CD11c (#337,206), CD209 (#330,104), CD86 (#305,412), and HLA-DR (#307,610) were used to define the THP-1-derived DC population and evaluate their functional status, all of which were obtained from BioLegend (San Diego, CA, USA).

### PBMCs

PBMCs were isolated from peripheral blood using ficoll gradient centrifugation (Ficoll-Paque Plus, Cytiva, #17–1440-03) and cryopreserved until use. For functional analysis, thawed PBMCs were directly cocultured with cancer cells that were either pre-exposed to T-DXd or not. Brefeldin A (Biolegend, #420,601) was added 6 h prior to flow cytometry analysis, and intracellular staining of markers was performed using antibodies as follows: anti-CD3 (Invitrogen, #11–0037-42), anti-CD8a (Invitrogen, #17–0088-42), anti-CD340 (erbB2/HER-2) (Biolegend, #324,416), anti-Granzyme B (Biolegend, #372,218), anti-IFN gamma (Biolegend, #502,544), and anti-CD69 (Biolegend, #310,912). Zombie NIR™ Fixable Viability Kit (Biolegend, #423,105) was used to determine cell viability. A Cyto-Fast Fix/Perm Buffer Set (Biolegend, #426,803) was used for cell fixation and permeabilization. The gating strategy used for flow cytometry is shown in Figure S4.

### Analysis using the Tumor Immune Estimation Resource database

The Tumor Immune Estimation Resource (TIMER) 2.0 database, an online bioinformatics resource (http://timer.cistrome.org/) (RRID:SCR_018737), was employed to estimate the correlation between cGAS gene expression and immune infiltration levels within TCGA-STAD dataset [35].

### Statistical analysis

Statistical analyses were performed using GraphPad Prism (RRID:SCR_002798), version 8.0. Two-sided Student’s t-tests were used for all statistical analyses unless otherwise indicated in the figure legends. The threshold for statistical significance was set at *p* < 0.05.

## Results

### T-DXd induces DNA damage response and potent cytotoxic effects against GC cell lines with various HER2 expression levels

We evaluated the antitumor effects of T-DXd using a panel of 10 GC cell lines. T-DXd elicited substantial inhibitory effects on the proliferation of GC cell lines with low HER2 expression (AGS and SNU-484), as well as those with high HER2 expression (NCI-N87 and SNU-216) (Fig. 1A and B). Importantly, we observed a strong correlation between the degree of growth inhibition induced by T-DXd and HER2 mRNA expression levels, indicating the HER2-dependent antiproliferative activity of T-DXd (Fig. 1C).

**Fig. 1:**
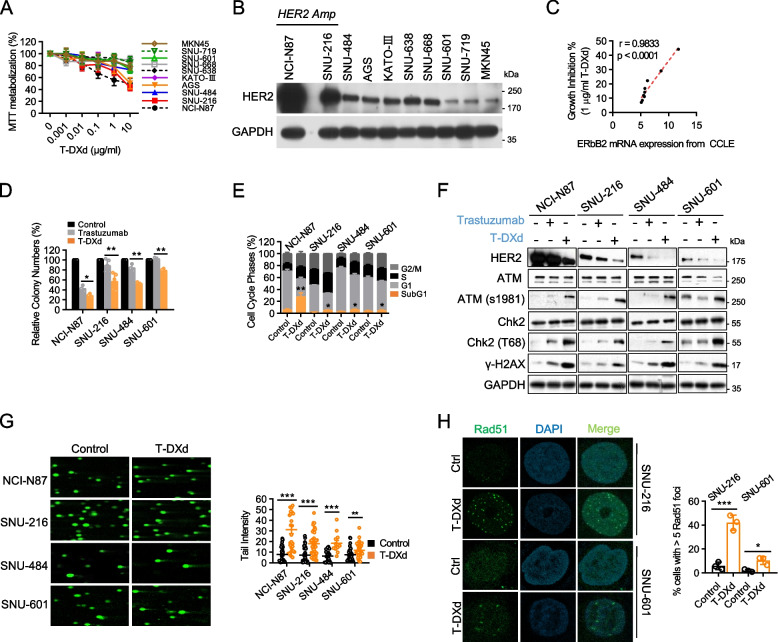
T-DXd induces DNA damage response and potent cytotoxic effects against GC cell lines with various HER2 expression levels. **A** GC cells were treated with varying concentrations of T-DXd for six days, and cell viability was measured using MTT assays. The results of four independent experiments are presented as the mean ± SEM of the percentage of viable cells. **B** Whole lysates were prepared from GC cells and subjected to immunoblotting to determine the basal expression level of HER2. **C** The nonparametric Spearman’s correlation between the growth inhibition rate of GC cells in response to T-DXd (Fig. 1A) and the mRNA expression level of HER2, obtained from the RNA-Seq-based CCLE expression dataset (DepMap Public 22Q2). **D** GC cells were treated with 1 µg/ml of trastuzumab or T-DXd for 10 days and subjected to clonogenic assays. Relative colony numbers are presented as mean ± SEM *, *p* < 0.05; **, *p* < 0.005 of three biological replicates. **E** The cell cycle distribution was evaluated by flow cytometry after five days of treatment with 1 µg/ml T-DXd in indicated GC cells, and data from at least three independent experiments are shown as mean ± SEM *, *p* < 0.05, **, *p* < 0.005. **F** GC cells treated with 1 µg/ml of trastuzumab or T-DXd for five days were prepared into whole lysates for immunoblotting. **G** Comet analysis was conducted in GC cells treated with 1 µg/ml of T-DXd for 72 h. Left panel: representative images of the three independent experiments are shown. Right panel: each scattered dot represents the tail intensity of single cells and the sum of three biological replicates. Data are shown as mean ± SEM **, *p* < 0.005, ***, *p* < 0.001. **H** Immunofluorescence analysis was performed to detect Rad51 foci. Left panel: GC cells treated with 1 µg/ml of T-DXd for 72 h were permeabilized with 0.5% Triton X-100 and stained for Rad51 (green), and counterstained with DAPI (blue). Representative images from three independent experiments are shown. Right panel: the relative number of cells positive for Rad51 foci was determined by counting over 100 cells in each dataset and shown as mean ± SD *, *p* < 0.05; ***, *p* < 0.001

We selected four cell lines to represent distinct clinical HER2 status subtypes: NCI-N87 and SNU-216 (high HER2 with gene amplification) for HER2-positives, and SNU-484 (low HER2 with no copy number variation) and SNU-601 (extremely low HER2) for HER2-low and HER2-negative, respectively. T-DXd showed significant anti-growth effects even in HER2-low/negative cells, unlike trastuzumab. The mean percentage decrease in colony formation was: NCI-N87 (56.96% Tzb vs. 71.11% T-DXd); SNU-216 (10.94% Tzb vs. 42.74% T-DXd); SNU-484 (15.31% Tzb vs. 47.04% T-DXd); SNU-601 (-2.55% Tzb vs. 20.57% T-DXd) (Fig. 1D). Furthermore, T-DXd significantly augmented G2/M phase arrest and the SubG1 population in all four tested cell lines, indicating the induction of apoptotic cell death (Fig. 1E). These findings affirm the antitumoral action of T-DXd across GC cells with a broad spectrum of HER2 expression, including those traditionally considered unresponsive to anti-HER2 therapies.

To elucidate the mechanism underlying the effects of T-DXd, we investigated DNA damage pathways. T-DXd treatment induced the activation of the DDR pathway, as evidenced by the increased phosphorylation levels of ATM, Chk2, and histone H2A in all tested cell lines (Fig. 1F). Comet analysis further confirmed the presence of T-DXd-induced DNA double-strand breaks in all tested GC cell lines with various HER2 expression levels (Fig. 1G). Moreover, T-DXd treatment promoted the formation of Rad51 foci in the nucleus, indicating robust DNA damage induction (Fig. 1H).

### T-DXd-induced DDR activation regulates PD-L1 transcription through IRF1 in GC cells

The DNA double-stranded break repair pathway, which is activated by various chemotherapeutic agents, plays a specific role in the regulation of PD-L1 expression in cancer cells [36]. Therefore, we examined the effect of the T-DXd-induced activation of the DDR pathway on PD-L1 expression in GC cells. T-DXd treatment notably increased PD-L1 expression in GC cells, regardless of their HER2 status, even in those with low HER2 expression (Fig. 2A). Using HER2-amplified GC cell lines, we demonstrated that T-DXd treatment upregulated PD-L1 at the transcriptional level and enhanced the surface retention of PD-L1 (Fig. 2B and C). To explore the involvement of the DDR pathway in T-DXd-induced PD-L1 regulation, we used ataxia-telangiectasia mutated (ATM), Ataxia-telangiectasia and Rad3-related (ATR) inhibitors, which are both critical regulators of the DDR pathway. Our findings revealed that ATR inhibition partially counteracted the T-DXd-induced transcriptional upregulation of PD-L1, whereas dual inhibition of ATM and ATR more effectively abolished T-DXd-mediated PD-L1 upregulation (Fig. 2D). Consistent with these observations, immunoblotting assays confirmed that the dual inhibition of ATM and ATR prevented T-DXd from enhancing PD-L1 expression in GC cells (Fig. 2E). Remarkably, the level of IRF1, a transcription factor implicated in Chk1-mediated PD-L1 transcriptional regulation, correlated with PD-L1 expression (Fig. 2E). Using siRNA-mediated knockdown of IRF1, we further validated that IRF1 deficiency attenuated the T-DXd-induced increase in PD-L1 expression (Fig. 2F). Collectively, our findings suggest that T-DXd-induced activation of the DDR pathway regulates PD-L1 transcription through IRF1.

**Fig. 2:**
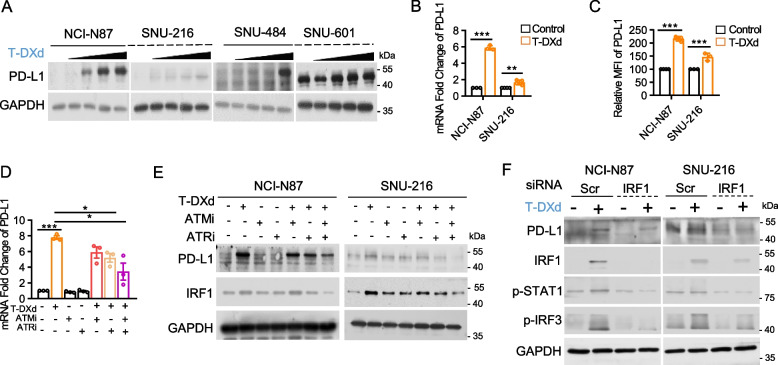
T-DXd-induced DDR activation regulates PD-L1 transcription through IRF1 in GC cells. **A** PD-L1 expression in GC cells treated with different concentrations of T-DXd (0, 0.04, 0.2, 1, and 5 µg/ml) for 120 h was assessed by immunoblotting. **B** Quantitative PCR analysis of PD-L1 expression in GC cells treated with 1 µg/ml of T-DXd for 72 h. β-Actin was used as a normalization control. Data are presented as mean ± SD ***, *p* < 0.001. **C** Flow cytometric analysis of surface PD-L1 expression in GC cells treated with 1 µg/ml of T-DXd for 72 h. Data from at least three independent biological replicates are shown as mean ± SD. ***, *p* < 0.001. **D** PD-L1 mRNA levels in NCI-N87 cells treated with T-DXd (1 µg/ml) and/or AZD0156 (ATMi, 0.1 µM), and/or AZD6738 (ATRi, 0.1 µM) for 72 h, were determined by RT-qPCR. Data from three independent experiments are represented as mean ± SEM *, *p* < 0.05; ***, *p* < 0.001. **E** Immunoblot analysis of PD-L1 and IRF1 expression levels in cell lysates from NCI-N87 cells treated with T-DXd (1 µg/ml) and/or inhibitors of ATM and ATR. **F** Immunoblot analysis of PD-L1 and IRF1-related gene expression levels in GC cells transfected with siRNAs targeting IRF1, with or without T-DXd treatment (1 µg/ml)

### T-DXd provokes a gene expression signature related to enhanced tumor immunogenicity in GC cell lines with high and low HER2 expression

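NCI-N87 is a gastric carcinoma line with an amplified HER2 gene, and SNU-484 is a gastric carcinoma line that the paper describes as low in HER2 in its text and as moderate in the title of a supplementary figure. RNA was sequenced from 15 cultures, with 3 biological replicates in each of 5 groups. NCI-N87 cells received vehicle, trastuzumab or T-DXd, and SNU-484 cells received vehicle or T-DXd, each drug at 1 µg/ml for 72 h. Trastuzumab is an antibody against HER2, and T-DXd carries the topoisomerase I inhibitor DXd on the same antibody. ERBB2, which encodes HER2 (chromosome 17, 39688094 to 39728658 of GRCh38), measured 11406 ± 116 CPM (counts scaled to library size, SD, n = 3) in vehicle-treated NCI-N87 cells. In vehicle-treated SNU-484 cells it measured 291 ± 4.99 CPM (SD, n = 3), a 39.2-fold difference, with both lines scaled together. Every NCI-N87 library stood above every SNU-484 library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). The methods describe stranded mRNA libraries, alignment with HISAT and gene counts from StringTie. The deposited values are whole-number read counts per gene and library, in 1 table per cell line. The tables hold 18473 genes for NCI-N87 and 18346 for SNU-484, and none of these genes has a count of 0 in any library of its table. Genes without reads in a library of their line are thus not covered here, and IFNB1 and CXCL10 are in neither table. Total counts per library ran from 47990460 to 64623697 in NCI-N87 and from 46666533 to 66581448 in SNU-484. After a filter on low counts and TMM scaling, edgeR's quasi-likelihood test was applied to 17394 genes in NCI-N87 and 16876 genes in SNU-484. Genes are said to rise or fall at an adjusted p under 0.05, and log2 fold changes are given ± SE. The difference between the lines in the effect of T-DXd was tested over 14704 genes measured in both. In addition, 30 gene lists, written from memory before the data were examined, were tested with camera at a preset correlation between genes and again with an estimated one.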

To further investigate the mechanism of action of T-DXd in GC, we conducted transcriptome analysis using RNA-Seq in high-HER2-expressing NCI-N87 and low-HER2-expressing SNU-484 cells. 

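Among genes with an average log2 CPM of at least 2, T-DXd raised UPK2 most in NCI-N87 cells. UPK2, a uroplakin of the urothelial surface (chromosome 11, 118956298 to 118958559 of GRCh38), went from 1.26 ± 0.208 to 17.4 ± 1.67 CPM (SD, n = 3). This is a log2 fold change of 3.79 ± 0.14 (SE, adjusted p = 8.98e-13, edgeR). KRT13, a keratin of stratified epithelia (chromosome 17, 41500981 to 41505612), went from 18.5 ± 0.846 to 120.4 ± 4.41 CPM (SD, n = 3), a log2 fold change of 2.70 ± 0.04. The adhesion receptor ADGRF4 (2.72 ± 0.10), the secreted protease KLK5 (2.70 ± 0.09), the hyaluronidase HYAL1 (2.42 ± 0.12) and the adhesion molecule MCAM (2.34 ± 0.09) also rose. The largest falls included MT1X at -2.24 ± 0.12 and MT2A at -1.67 ± 0.05, metallothioneins that bind zinc and copper. TAGLN, an actin-binding protein, had -1.53 ± 0.10. CDKN1A, the p53 target that encodes the cell-cycle inhibitor p21, rose by 1.41 ± 0.05 (adjusted p = 6.86e-13, edgeR). Of the p53 target genes, 25 of 42 rose and 10 fell (25 and 10 adjusted over the list alone), and as a list they rose (camera, adjusted p = 0.000165, and adjusted p = 0.0379 with an estimated correlation). All 74 cytosolic ribosomal protein genes fell, with a median log2 fold change of -0.42 (74 adjusted over the list alone). The list had an adjusted p = 3.19e-21 from camera and an adjusted p = 0.137 with an estimated correlation. Over all genes, 5069 rose and 5125 fell, with a median absolute log2 fold change of 0.36. At an absolute fold change of at least 2 and an unadjusted p under 0.05, 687 genes were higher and 358 lower with T-DXd, 1045 in all.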

In the NCI-N87 dataset, we identified 1,010 differentially expressed genes (DEGs) with 675 genes upregulated and 335 genes downregulated by T-DXd treatment, using a threshold of |FC|≥ 2 and a raw *p*-value < 0.05 (Fig. 3A). T-DXd induced a transcriptional landscape distinct from that induced by trastuzumab, underpinning the specific effects of TOP1 inhibition (Fig. 3A). 

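MAD2L1, a spindle checkpoint protein, fell with trastuzumab in NCI-N87 cells (log2 fold change -0.21 ± 0.03, SE, adjusted p = 0.000188, edgeR) and rose with T-DXd (0.45 ± 0.03), as did BIRC5, which encodes survivin (-0.21 ± 0.03 and 0.15 ± 0.03). CEP55, which acts in the last step of cytokinesis, rose with T-DXd by 0.83 ± 0.02, and HJURP, which loads the centromeric histone, by 0.80 ± 0.03. Of the G2/M and mitosis genes, none of 77 rose and 23 fell (0 and 27 adjusted over the list alone) with trastuzumab (camera, adjusted p = 7.44e-14, and 0.0133 with an estimated correlation), at a median of -0.06. With T-DXd, 62 of 77 rose and 5 fell (62 and 5 adjusted over the list alone), at a median of 0.33 (camera, adjusted p = 2.96e-18, and 0.00567 with an estimated correlation). Of the DNA replication genes, none of 60 rose and 15 fell (0 and 30 adjusted over the list alone) with trastuzumab (camera, adjusted p = 1.39e-12, and 0.00301 with an estimated correlation). They included the replication factors RPA3 (-0.25 ± 0.05) and RFC5 (-0.20 ± 0.03). Of the cholesterol synthesis genes, none of 25 rose and 16 fell (0 and 21 adjusted over the list alone) with trastuzumab (camera, adjusted p = 7.44e-14, and 0.0161 with an estimated correlation). IDI1, an enzyme of the isoprenoid steps, fell with trastuzumab (-0.20 ± 0.02) and rose with T-DXd (0.61 ± 0.02). Among feedback genes of HER2 and MAPK signaling, the phosphatase DUSP6 fell with trastuzumab (-0.30 ± 0.05) and rose with T-DXd (0.80 ± 0.05), and the phosphatase DUSP5 (1.40 ± 0.06) and the EGFR ligand TGFA (1.26 ± 0.04) rose with T-DXd. In the direct test of T-DXd against trastuzumab these genes were higher with T-DXd, where 25 of 38 were higher and 8 lower (25 and 8 adjusted over the list alone; camera, adjusted p = 1.76e-11, and 0.00635 with an estimated correlation). TNS4, a focal adhesion protein, was higher with T-DXd by 2.31 ± 0.04 (adjusted p = 9.28e-17, edgeR). Trastuzumab alone changed 635 genes upward and 1060 downward, at a median absolute log2 fold change of 0.15. Upper-quartile scaling gave 754 and 818, and the total of 1695 became 993 without vehicle replicate 3, 1055 without vehicle replicate 1 and 1108 without trastuzumab replicate 1. The direct test called 4920 genes higher and 5119 lower with T-DXd than with trastuzumab. On log2 CPM over all genes, the mean distance between libraries was 75.0 for T-DXd and vehicle, 73.8 for T-DXd and trastuzumab, and 47.7 for trastuzumab and vehicle, and 42.2 to 47.8 within groups. Clustering with complete linkage placed each of the 3 groups in a cluster of its own over all genes, and 1 of the 3 over the 500 most variable genes. Both drugs raised 419 genes and lowered 661, where independent lists would share 185 and 312, while 194 rose with T-DXd and fell with trastuzumab and 91 did the reverse. Independent lists would have 309 and 187 genes in these opposite directions. Both comparisons share the vehicle libraries. In 20 simulations of unchanged groups these alone gave a mean covariance of 0.0183 between the log2 fold changes, a mean Pearson correlation of 0.495 and at most 1 gene called the same way, against a covariance of 0.0370 and a correlation of 0.293 between the drugs. With each drug set against vehicle libraries of its own, in 6 ways chosen after the values were seen, the covariance was 0.01335 to 0.01963 and the Pearson correlation 0.0732 to 0.114. In each of the 6, more genes were called the same way (102 to 687) than opposite ways (32 to 174).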

Seven of the top 20 ranked, enriched hallmark gene sets upregulated by T-DXd treatment were involved in antitumor immunity, including *Inflammatory Response* and *Interferon Alpha Response* (Fig. 3B). 

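Inflammatory genes rose with T-DXd in NCI-N87 cells. LCK, a Src-family kinase of lymphocyte signaling, rose by 1.71 ± 0.14 on the log2 scale (SE, adjusted p = 2.23e-08, edgeR), and PTAFR, the receptor of platelet-activating factor, by 1.46 ± 0.14. Of the inflammatory response genes, 49 of 81 rose and 11 fell (49 and 12 adjusted over the list alone; camera, adjusted p = 2.3e-07, and 0.00701 with an estimated correlation). Leukocyte markers moved with them, 6 higher and 1 lower of 10 (6 and 1 adjusted over the list alone), at a median log2 fold change of 0.92 (camera, adjusted p = 0.00787, and 0.0897 with an estimated correlation). The integrin ITGAX rose by 2.48 ± 0.13, the integrin ITGAM by 0.92 ± 0.16 and CD68, a lysosomal protein of macrophages, by 1.05 ± 0.05. UBA7, the enzyme that activates the ubiquitin-like ISG15 protein, rose by 1.14 ± 0.08 (adjusted p = 4.1e-09, edgeR), and the interferon-induced GTPase GBP4 by 1.05 ± 0.09. Of the interferon-alpha response genes, 58 of 94 rose and 12 fell (59 and 12 adjusted over the list alone), at a median log2 fold change of 0.27. This list passed at the preset correlation (camera, adjusted p = 4.64e-07) and not with an estimated correlation (adjusted p = 0.0782). Of the interferon-gamma response genes, 33 of 43 rose and 2 fell (33 and 2 adjusted over the list alone; camera, adjusted p = 1.73e-08, and 0.0356 with an estimated correlation), among them VAMP5, a vesicle membrane protein (1.44 ± 0.09). In the list of TNF-alpha signaling through NF-kB, 58 of 95 rose and 18 fell (58 and 18 adjusted over the list alone; camera, adjusted p = 1.2e-08, and 0.0379 with an estimated correlation). The urokinase PLAU (1.24 ± 0.12) is a member of it. Complement genes, with C1R at 1.39 ± 0.08 and C2 at 1.28 ± 0.19, which encode proteases of its first steps, also passed as a list (camera, adjusted p = 0.00139, and 0.0356 with an estimated correlation), and 10 of 23 rose and 3 fell (10 and 3 adjusted over the list alone). Coagulation genes passed with 14 higher and 2 lower of 27 (15 and 2 adjusted over the list alone; camera, adjusted p = 0.00166, and 0.0356 with an estimated correlation), led by the plasminogen activator PLAT (2.54 ± 0.15). Genes of immune checkpoint ligands passed with 12 higher and 4 lower of 22 (12 and 4 adjusted over the list alone; camera, adjusted p = 7.68e-05, and 0.0356 with an estimated correlation), with VSIR, which encodes the T-cell inhibitor VISTA, at 1.02 ± 0.04. Chemokines moved both ways, as the neutrophil attractants CXCL5 (-1.22 ± 0.08) and CXCL3 (-1.12 ± 0.09) fell and the mucosal chemokine CCL28 (0.63 ± 0.09) rose. Of 16 chemokine genes, 6 rose and 6 fell (6 and 6 adjusted over the list alone), with a median of 0.14, a mean of -0.03 and an adjusted p = 0.692 from camera, in the downward direction. Ranked by the normalized enrichment score of fgsea among the 30 lists, NF-kB was at 3, interferon-alpha response at 5, inflammatory response at 7 and interferon-gamma response at 8, while G2/M genes ranked 1.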

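ISG15, an interferon-induced ubiquitin-like protein (gene ID 9636, chromosome 1, 1013497 to 1014540 of GRCh38), measured 34.3 ± 0.927 CPM (SD, n = 3) in vehicle-treated NCI-N87 cells and 67.0 ± 1.58 CPM (SD, n = 3) after T-DXd. This is a log2 fold change of 0.96 ± 0.04 (SE, adjusted p = 1.92e-12, edgeR). IFI6, an interferon-induced mitochondrial protein (gene ID 2537, chromosome 1, 27666064 to 27672192), went from 26.9 ± 0.0729 to 55.0 ± 1.90 CPM (SD, n = 3), a log2 fold change of 1.03 ± 0.04. IFIT1, which binds RNA lacking a self cap (chromosome 10, 89392623 to 89406487), went from 16.1 ± 1.03 to 22.9 ± 1.15 CPM (SD, n = 3), a log2 fold change of 0.51 ± 0.06 (adjusted p = 2.42e-06, edgeR). Of the type I interferon signaling genes, 39 of 57 rose and 4 fell (39 and 4 adjusted over the list alone), at a median log2 fold change of 0.34. As a list they rose (camera, adjusted p = 1.07e-08, and 0.0384 with an estimated correlation). HLA-B, a heavy chain of MHC class I (gene ID 3106, chromosome 6, 31353875 to 31357179), went from 569.5 ± 7.57 to 951 ± 32.4 CPM (SD, n = 3), a log2 fold change of 0.74 ± 0.03 (adjusted p = 4.73e-13, edgeR). MR1, which presents microbial metabolites, rose by 0.95 ± 0.07, and HLA-E, a ligand of natural killer cell receptors, by 0.51 ± 0.02. Of the MHC class I presentation genes, 14 of 22 rose and 3 fell (14 and 3 adjusted over the list alone; camera, adjusted p = 0.0103, and 0.187 with an estimated correlation). Of the MHC class II genes, 6 of 17 rose and 3 fell (6 and 3 adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.213). Its members CIITA, the master regulator of class II genes (0.83 ± 0.19), HLA-DQB1 (0.82 ± 0.10) and the lysosomal protease LGMN (0.62 ± 0.02) rose. Of the JAK-STAT signaling genes, 47 of 84 rose and 16 fell (47 and 16 adjusted over the list alone; camera, adjusted p = 0.00739, and 0.0379 with an estimated correlation). The receptor subunits IL6R (1.16 ± 0.09) and IL2RG (1.05 ± 0.14) rose, and CISH, a feedback inhibitor of STAT5 (-1.03 ± 0.16), fell.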

GO functional analysis and GSEA revealed the enrichment of biological processes genesets associated with antitumor immune modulation, such as *response to type I interferon* (GO:0034340) and *antigen processing and presentation* (GO:0030333) following T-DXd treatment (Fig. 3C and D). Notably, the induction of gene expression linked to IFN-I signaling was exclusively achieved by T-DXd, not trastuzumab (Fig. 3E).

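With trastuzumab, ISG15 measured 31.7 ± 1.1 CPM (SD, n = 3), a log2 fold change against vehicle of -0.11 ± 0.04 (SE, adjusted p = 0.0802, edgeR), and IFIT1 measured 15.9 ± 0.911 CPM (SD, n = 3; -0.02 ± 0.07, adjusted p = 0.904, edgeR). In the direct test between the drugs, T-DXd exceeded trastuzumab by 1.08 ± 0.04 for ISG15, 0.87 ± 0.04 for IFI6, 0.90 ± 0.06 for the RNA-binding IFIT2 and 1.12 ± 0.15 for RSAD2, which encodes the antiviral enzyme viperin. Some members rose with both drugs. GBP2, an interferon-induced GTPase (chromosome 1, 89106132 to 89126114 of GRCh38), measured 15.6 ± 0.548 CPM (SD, n = 3) with vehicle, 21.0 ± 0.870 CPM with trastuzumab and 23.1 ± 0.897 CPM with T-DXd. Its log2 fold change was 0.43 ± 0.06 with trastuzumab (adjusted p = 0.000188, edgeR) and 0.56 ± 0.05 with T-DXd. HLA-B had 0.17 ± 0.03 with trastuzumab (adjusted p = 0.000624, edgeR) and IFI6 had 0.17 ± 0.04 (adjusted p = 0.0255, edgeR). Of the 57 type I interferon genes tested, 34 were called with T-DXd alone (30 higher and 4 lower), 9 rose with both drugs, 1 was called with trastuzumab alone and 13 with neither. Of the genes that rose with both drugs, GBP2, HLA-B, HLA-F and JAK1 passed in trastuzumab-treated cells with each library left out in turn. Trastuzumab calls of HLA-E, IFI27, IFI6 and XAF1 were lost without vehicle replicate 1 (IFI6, XAF1), vehicle replicate 2 (HLA-E, IFI27, IFI6), vehicle replicate 3 (IFI27, IFI6, XAF1), trastuzumab replicate 1 (IFI6, XAF1) or trastuzumab replicate 3 (HLA-E, IFI27, IFI6), with an adjusted p = 0.118 from edgeR at the highest. ABCE1, a ribosome recycling factor and the gene called with trastuzumab alone, lost its call without trastuzumab replicate 3 (adjusted p = 0.0511, edgeR). With trastuzumab, 9 of 57 rose and 1 fell (10 and 3 adjusted over the list alone), at a median of 0.03 (camera, adjusted p = 0.0839, against 0.00793 from fgsea). Between the drugs, 39 of 57 were higher with T-DXd and 3 lower (39 and 3 adjusted over the list alone), at a median of 0.23 (camera, adjusted p = 6.86e-08, and 0.0505 with an estimated correlation). The interferon-gamma response list passed with trastuzumab as well, where 10 of 43 rose and 1 fell (14 and 1 adjusted over the list alone; camera, adjusted p = 1.77e-08, and 0.0508 with an estimated correlation). MHC class II genes rose with trastuzumab, 5 higher and 1 lower of 17 (5 and 1 adjusted over the list alone; camera, adjusted p = 0.000108, and 0.0768 with an estimated correlation), with CD74, the class II invariant chain, at 0.45 ± 0.04. In the direct test, CD74 (-0.73 ± 0.04) and HLA-DRA (-0.58 ± 0.13) were lower with T-DXd than with trastuzumab. LGMN (0.64 ± 0.02) and HLA-DMA (0.55 ± 0.05) were higher.

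**Figure D1:**
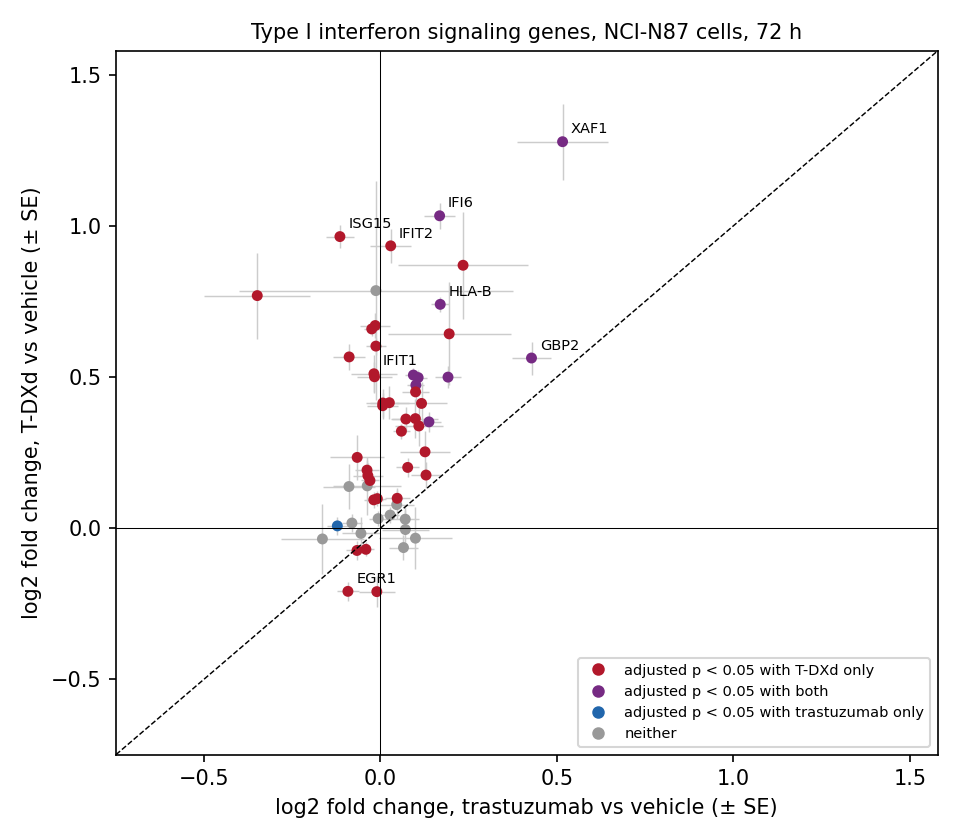
Log2 fold change against vehicle of the 57 type I interferon signaling genes in NCI-N87 cells, with trastuzumab on the x axis and T-DXd on the y axis, error bars as SE (n = 3 libraries per group) and colors for the drugs with which a gene passed the test. Of the 57 genes, 49 lie above the dashed line of equal change.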

**Fig. 3:**
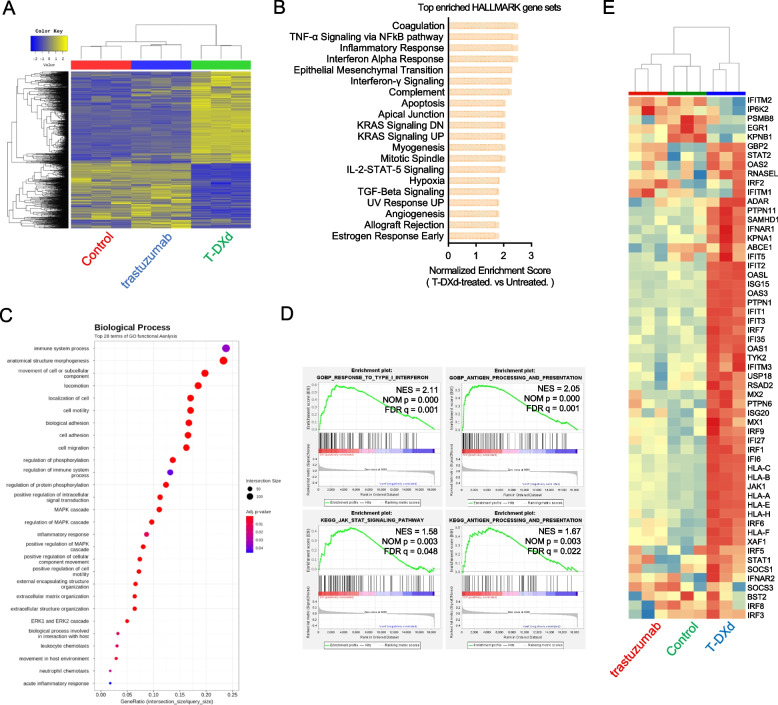
T-DXd provokes a gene expression signature related to enhanced tumor immunogenicity in GC cell lines with high and low HER2 expression. RNA-Seq was performed using NCI-N87 cells after treatment with the vehicle, trastuzumab (1 µg/ml), and T-DXd (1 µg/ml) for 72 h. **A** Hierarchically clustered heatmap of 1,310 DEGs (| fold change |≥ 2 and raw *p* < 0.05, *n* = 3). **B** The top 20 enriched Hallmark gene sets in response to T-DXd ranked by normalized enrichment score from GSEA. **C** The result of the GO enrichment analysis showing the top 28 enriched gene sets following T-DXd treatment. **D** Representative images of GSEA showing the enrichment of gene signatures associated with antitumor immune response by T-DXd treatment. **E** Heatmap illustrating Reactome Interferon alpha/beta signaling geneset from RNA-Seq data

In SNU-484 cells, T-DXd showed potent immunomodulatory effects, as evidenced by the highest normalized enrichment score of the hallmark gene sets *interferon alpha response* and *interferon-gamma signaling* (Fig. S1A). 

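IFI6 rose with T-DXd in SNU-484 cells, from 18.0 ± 0.663 to 54.4 ± 5.74 CPM (SD, n = 3), a log2 fold change of 1.59 ± 0.08 (SE, adjusted p = 3.69e-05, edgeR). UBE2L6, which passes ISG15 to its targets, rose by 0.86 ± 0.09 (adjusted p = 0.000763, edgeR), and LGALS3BP, a secreted galectin-binding protein, by 0.91 ± 0.12. Of the interferon-alpha response genes, 25 of 79 rose and 3 fell (28 and 5 adjusted over the list alone), at a median log2 fold change of 0.14. They rose as a list (camera, adjusted p = 3.46e-05, against adjusted p = 0.115 with an estimated correlation). The tyrosine phosphatase PTPN6, of the type I interferon list, rose by 0.86 ± 0.14. IRF1, a transcription factor induced by interferon-gamma, rose by 0.54 ± 0.09 (adjusted p = 0.00418, edgeR). Among the interferon-gamma response genes with the largest changes, HLA-DMA (1.53 ± 0.10), SERPING1 (0.70 ± 0.06) and PSMB9 (0.69 ± 0.13) rose and UPP1 (-1.12 ± 0.10) fell. Of the interferon-gamma response genes, 10 of 33 rose and 4 fell (10 and 4 adjusted over the list alone), at a median of 0.07, and the list did not pass with camera (adjusted p = 0.203). Fry, which tests the list without comparing it with other genes, gave an adjusted p = 0.0034. By the normalized enrichment score of fgsea, interferon-alpha response ranked 3 and interferon-gamma response 10 among the 30 lists, with histone genes at 1 and MHC class II genes at 2. Histone genes, with H2AC8 at 1.33 ± 0.13 and H2AC18 at 0.85 ± 0.15, were higher in 14 of 31 and lower in none (17 and 0 adjusted over the list alone; camera, adjusted p = 1.01e-06, and 0.275 with an estimated correlation). How fully mRNA libraries capture histone transcripts was not tested. T-DXd replicate 3 stood apart from the other SNU-484 libraries, and its histone genes lay 0.212 above its group's mean on the log2 scale, against 0.0209 for the type I interferon genes. The zinc finger gene ZNF208 had the largest increase among abundant genes (4.07 ± 0.24), and EGR1, an immediate-early transcription factor, fell from 248 ± 6.57 to 74.9 ± 3.54 CPM (SD, n = 3; -1.72 ± 0.06, adjusted p = 3.53e-06, edgeR). In all, 1897 genes rose and 1629 fell, and the total of 3526 became 1726, 1466 and 1666 without vehicle replicates 1, 2 and 3, 1836 without T-DXd replicate 2 and 5477 without T-DXd replicate 3. At an absolute fold change of at least 2 and an unadjusted p under 0.05, 183 genes were higher and 79 lower.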

Gene sets associated with *response to type I interferon* (GO:0034340) and *antigen processing and presentation* (GO:0030333) were also significantly enriched by T-DXd treatment in SNU-484 cells, suggesting that the immunomodulatory effects of T-DXd are not exclusively limited to HER2-positive GC (Fig. S1B and C).

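ISG15 measured 63.9 ± 1.46 CPM (SD, n = 3) in vehicle-treated SNU-484 cells and 102 ± 16.5 CPM (SD, n = 3) after T-DXd, a log2 fold change of 0.67 ± 0.10 (SE, adjusted p = 0.00342, edgeR). OAS3, an oligoadenylate synthetase that senses double-stranded RNA, rose by 0.71 ± 0.10, while IFIT1 had 0.37 ± 0.16 (adjusted p = 0.142, edgeR). Of the type I interferon signaling genes, 16 of 50 rose and 4 fell (18 and 4 adjusted over the list alone), at a median log2 fold change of 0.12. The list passed at the preset correlation (camera, adjusted p = 0.0324) and not with an estimated correlation (adjusted p = 0.16). HLA-DMA, which loads peptides onto MHC class II (chromosome 6, 32948618 to 32953097 of GRCh38), went from 5.34 ± 0.182 to 15.4 ± 1.49 CPM (SD, n = 3), a log2 fold change of 1.53 ± 0.10 (adjusted p = 7.75e-05, edgeR). CTSS, a lysosomal protease that trims the invariant chain, rose by 0.76 ± 0.10. Of the MHC class II genes, 9 of 11 rose and none fell (10 and 0 adjusted over the list alone), at a median of 0.50 (camera, adjusted p = 1.75e-09, and 0.115 with an estimated correlation). Among class I genes, TAPBPL, which edits the bound peptides, rose by 0.96 ± 0.13, the immunoproteasome subunit PSMB9 by 0.69 ± 0.13 and HLA-C by 0.53 ± 0.07. HLA-B measured 42.0 ± 1.08 CPM (SD, n = 3) with vehicle and 53.7 ± 4.88 CPM (SD, n = 3) with T-DXd. Of the MHC class I presentation genes, 12 of 22 rose and 1 fell (12 and 1 adjusted over the list alone), at a median of 0.33 (camera, adjusted p = 3.99e-05, and 0.275 with an estimated correlation). In T-DXd replicate 3, the library that stood apart, class I genes lay 0.0927 above the group's mean, and without it camera gave an adjusted p = 2.9e-05 for class I, 2.26e-07 for class II and 0.0267 for type I interferon genes. With the component of variation within groups as a covariate, chosen after the values were seen, camera gave 1.8e-06, 1.1e-07 and 0.0613 in the same order, so that the type I interferon list did not pass. The component was taken from these same libraries and narrows their spread by construction, so this fit is no independent check. Of the JAK-STAT signaling genes, 13 of 83 rose and 19 fell (15 and 20 adjusted over the list alone; camera, adjusted p = 0.245), among them the feedback inhibitor SOCS2 (-0.69 ± 0.06).

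**Figure D2:**
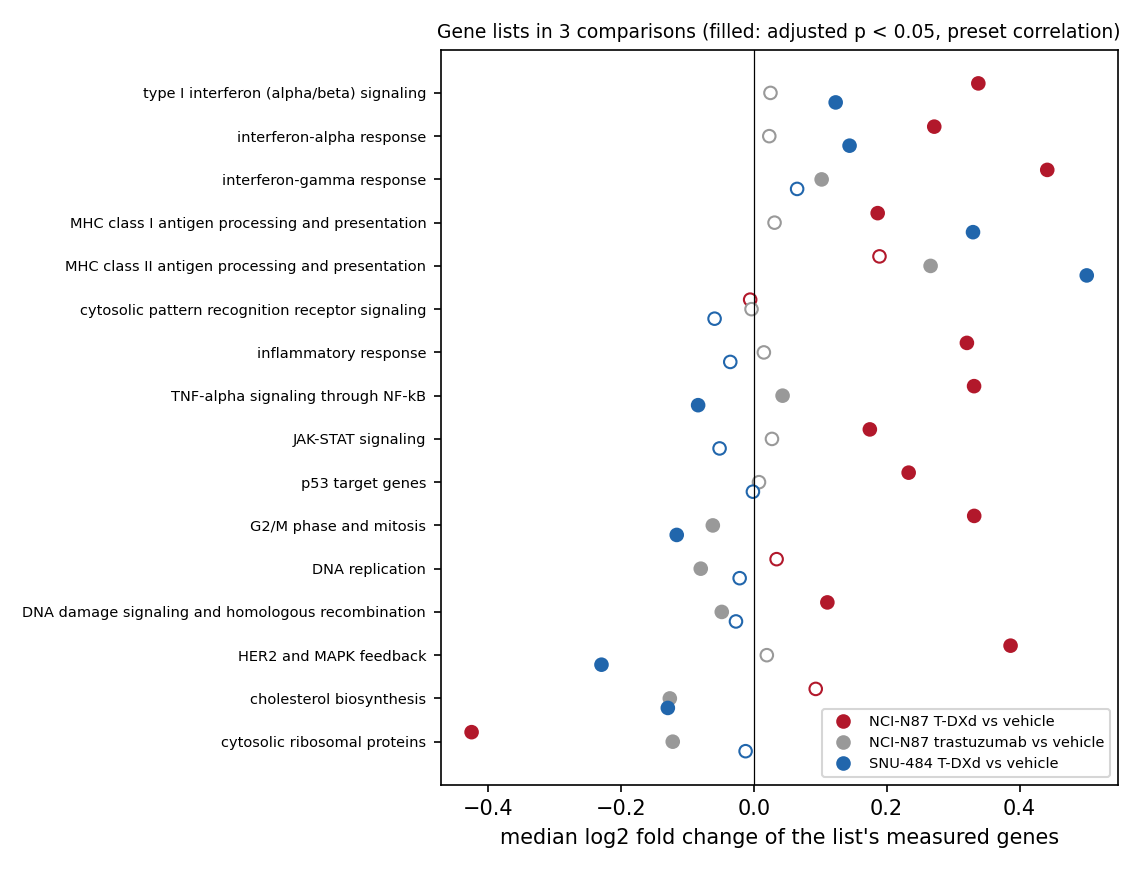
Median log2 fold change against vehicle (x axis) of 16 gene lists (y axis) for T-DXd in NCI-N87 cells, trastuzumab in NCI-N87 cells and T-DXd in SNU-484 cells, with n = 3 libraries per group. Filled points passed camera at the preset correlation, and the G2/M list lies at 0.33, -0.06 and -0.12 in the 3 comparisons.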

Collectively, our findings suggest that T-DXd modulates gene expression linked to tumor immunogenicity in GC cells, potentially driving its antitumor effects by reprogramming the TME of GC.

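IFI6 and ISG15 rose with T-DXd in both cell lines. The effect on ISG15 was larger in NCI-N87 cells by 0.32 ± 0.12 on the log2 scale (SE, adjusted p = 0.0436, edgeR), a call that was lost with each library left out in turn except SNU-484 T-DXd replicate 3, with an adjusted p = 0.0985 from edgeR at the highest. IFIT2 differed between the lines by 1.25 ± 0.15 on the log2 scale (SE, adjusted p = 2.36e-05, edgeR), with the larger effect in NCI-N87 cells. Of the type I interferon signaling genes measured in both lines, 14 of 49 had a more positive effect in NCI-N87 cells and 6 a more positive effect in SNU-484 cells (16 and 6 adjusted over the list alone), and the list did not pass in the test between the lines (camera, adjusted p = 0.0613). For the interferon-alpha response genes these counts were 16 and 18 of 79 (16 and 18 adjusted over the list alone; camera, adjusted p = 0.713). MHC class II genes had the more positive effect in SNU-484 cells, 6 of 11 against 1 (6 and 1 adjusted over the list alone), and HLA-DRB1, a class II beta chain (chromosome 6, 32578775 to 32589848 of GRCh38), differed by -2.12 ± 0.28. In neither line was HLA-DRB1 among the 4 largest called class II changes with an average log2 CPM of at least 1. Its difference may therefore rest on low counts. The class II list had an adjusted p = 0.0031 from camera and an adjusted p = 0.17 with an estimated correlation. MHC class I genes had a median difference of 0.08 and a mean of -0.08 (camera, adjusted p = 0.921), with 7 more positive in NCI-N87 cells and 5 in SNU-484 cells (9 and 6 adjusted over the list alone). NF-kB targets and inflammatory genes had the more positive effect in NCI-N87 cells, 42 of 85 against 7 (46 and 7 adjusted over the list alone; camera, adjusted p = 2.55e-10, and 0.00419 with an estimated correlation) and 30 of 59 against 4 (31 and 4 adjusted over the list alone; camera, adjusted p = 2.38e-06, and 0.00339 with an estimated correlation). Over all 14227 genes tested in every comparison of T-DXd, 678 rose and 675 fell in both lines, where independent lists would share 483 and 468. The paper proposes that T-DXd alters the expression of genes tied to tumor immunogenicity and that this potentially contributes to its antitumor action through the tumor microenvironment.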

### T-DXd activates the cytosolic DNA recognition pathway in GC cells

To elucidate the mechanism underlying T-DXd-induced IFN-I response in GC cells, we investigated the involvement of the cytosolic DNA recognition pathway, specifically focusing on cGAS, which has been shown to interact with TOP1cc and trigger a proinflammatory response [37]. Using RNA-Seq data from NCI-N87 cells, we found that T-DXd effectively altered the gene expression profile associated with the cytosolic DNA recognition signaling pathway (Fig. 4A). 

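OAS1, a sensor of double-stranded RNA (chromosome 12, 112906962 to 112933219 of GRCh38), rose with T-DXd in NCI-N87 cells from 40.9 ± 1.01 to 65.1 ± 2.82 CPM (SD, n = 3), a log2 fold change of 0.67 ± 0.04 (SE, adjusted p = 5.77e-10, edgeR). CASP1, the inflammasome protease, rose by 0.94 ± 0.14, and RIOK3, a kinase that acts on RNA sensors, by 0.62 ± 0.03. POLR3G, a subunit of RNA polymerase III, which transcribes AT-rich cytosolic DNA into RNA, fell by 0.91 ± 0.07 on the log2 scale. CGAS, the sensor of cytosolic DNA (chromosome 6, 73423711 to 73452297), measured 29.3 ± 1.69 CPM (SD, n = 3) with vehicle and 30.9 ± 1.42 CPM (SD, n = 3) with T-DXd, and its log2 fold change of 0.08 ± 0.05 did not pass the test (adjusted p = 0.192, edgeR). STING1, its adaptor on the endoplasmic reticulum (chromosome 5, 139475533 to 139482758), rose from 34.4 ± 0.309 to 40.0 ± 1.68 CPM (SD, n = 3; 0.22 ± 0.04, adjusted p = 0.000176, edgeR). The kinase gene TBK1 had -0.02 ± 0.04 (adjusted p = 0.619, edgeR) and the transcription factor gene IRF3 had 0.02 ± 0.03 (adjusted p = 0.642, edgeR). The DNA sensor IFI16 had -0.18 ± 0.22 (adjusted p = 0.509, edgeR). Of the genes of cytosolic pattern recognition, 28 of 84 rose and 21 fell (28 and 21 adjusted over the list alone), and 35 did not pass. Their median log2 fold change was -0.01 and lay between -0.02 and 0.01 across the scalings, filters and left-out libraries, and their mean was 0.04. The list did not pass against other genes (camera, adjusted p = 0.275, in the upward direction), and fry, which tests it on its own, gave an adjusted p = 0.000162. With trastuzumab, 3 of its 84 genes rose and 7 fell (3 and 8 adjusted over the list alone; camera, adjusted p = 0.863).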

T-DXd treatment led to the formation of TOP1cc, peaking at 12 h post-treatment, and the generation of micronuclei (MN), small cytoplasmic fragments derived from nuclear chromosomes (Fig. 4B and C). About 10% of these MN colocalized with extranuclear γ-H2AX foci, and both γ-H2AX-negative and γ-H2AX-positive MN colocalized with TOP1cc, suggesting that T-DXd-induced TOP1cc-mediated DNA damage contributes to MN formation (Fig. 4D). Aligned with this, T-DXd promoted the formation of cytosolic dsDNA, which was inhibited by ATR but not by ATM inhibiton (Fig. 4E). This suggests that single-strand breaks (SSBs) caused by trapped TOP1cc by T-DXd are detected by ATR, leading to the release of genomic DNA into the cytoplasm. This observation is consistent with the finding that γ-H2AX-positive MN represented only about 10% of the total MN, emphasizing the role of ATR in regulating the cytoplasmic leakage of dsDNA after T-DXd treatment.

**Fig. 4:**
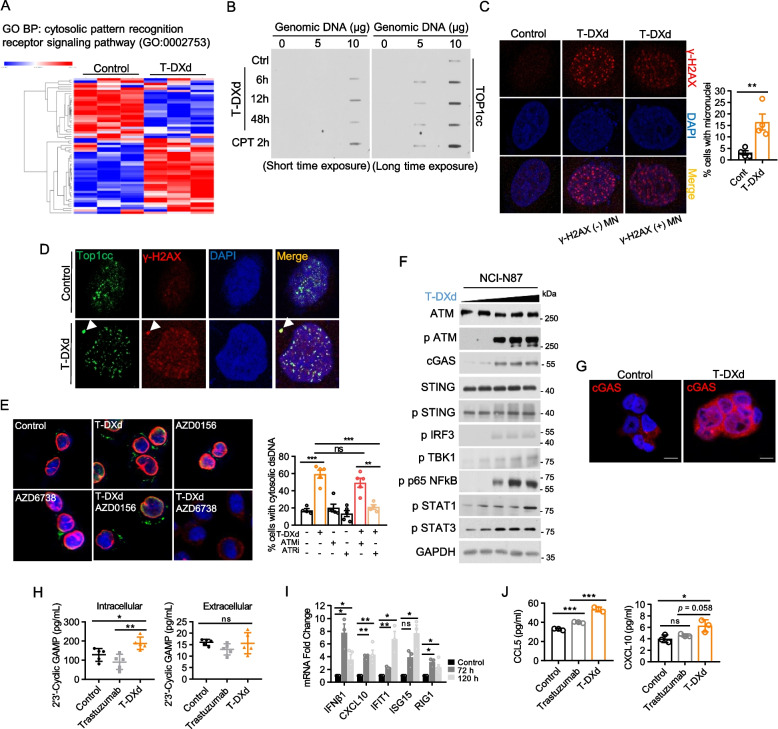
T-DXd activates the cytosolic DNA recognition pathway in GC cells. **A** Heatmap of cytosolic pattern recognition receptor pathway genes showing differential expression after T-DXd treatment. **B** NCI-N87 cells treated with 1 µg/ml of T-DXd or 10 µM of camptothecin for indicated times were subjected to slot blot assays to measure TOP1cc levels. Representative images from biological duplicates are shown. **C** Immunofluorescence analysis was conducted in SNU-216 cells treated with 1 µg/ml of T-DXd for 72 h to detect the formation of DNA damage foci and MN. Permeabilized cells were stained for γ-H2AX (red) and DNA compartment (blue). Left panel: representative images from four independent experiments are shown, indicating the γ-H2AX-positive MN and γ-H2AX-negative MN. Right panel: the percentage of cells with MN was measured by counting more than 100 cells of each experiment and shown as mean ± SEM **, *p* < 0.005. **D** Immunofluoresence analysis using SNU-216 cells treated with 1 µg/ml of T-DXd for identifying the TOP1cc (green) formation and its colocalization with MN. **E** Immunofluorescence analysis of cytoplasmic dsDNA (green) in SNU-216 cells treated with 1 µg/ml of T-DXd, 0.1 µM AZD0156 (ATR inhibitor), 0.1 µM AZD6738 (ATM inhibitor), or their combination with T-DXd for 48 h. Nuclei were counterstained with DAPI (blue), and Lamin B1 (red) was used as a nuclear envelope marker. Left panel: representative images from four biological replicates are shown. Right panel: the percentage of cells positive for cytoplasmic dsDNA is shown as mean ± SEM. ns: not significant; **, *p* < 0.005; ***, *p* < 0.001. **F** Immunoblotting of genes associated with the canonical cGAS-STING pathway in NCI-N87 cells treated with varying concentrations of T-DXd (0, 0.04, 0.2, 1, and 5 µg/ml). **G** Immunofluorescence analysis of SNU-216 cells treated with 1 µg/ml of T-DXd showing the upregulation of cGAS (Red) expression. The nuclei were counterstained by DAPI (blue) and representative images from three biological replicates are shown. **H** The synthesis (left panel) and secretion (right panel) levels of cGAMP were determined by ELISA in NCI-N87 cells treated with 1 µg/ml of trastuzumab or T-DXd for 72 h. Every symbol represents one biological replicate from five experiments. Statistical significance is shown as *, *p* < 0.05; **, *p* < 0.005. **I** Quantitative PCR analysis determined the gene expression level of ISGs in NCI-N87 cells in response to 1 µg/ml of T-DXd treatment. Each dot represents one biological replicate and data are shown as mean ± SEM, ns: not significant, *, *p* < 0.05; **, *p* < 0.005. **J** Secretion levels of CCL5 (left panel) and CXCL10 (right panel) in NCI-N87 cells treated with 1 µg/ml trastuzumab or T-DXd, measured by ELISA

We found T-DXd upregulated cytoplasmic cGAS expression and activated canonical cytosolic DNA recognition signaling cascades, as evidenced by increased phosphorylation of STING, IRF3, TBK1, NFkB, STAT1, and STAT3 (Fig. 4F and G). Furthermore, ELISA confirmed that T-DXd increased the intracellular production of 2′3′-cyclic GMP-AMP (cGAMP), an immunotransmitter that is produced by cGAS and activates the adaptor protein STING (Fig. 4H). The activation of IFN-I response promoted by T-DXd was demonstrated by increased mRNA transcription of central ISGs (IFNβ1, CXCL10, IFIT1, ISG15, and RIG1) and increased secretion of chemokines such as CCL5 and CXCL10, which are associated with the recruitment of CD8^+^ T cells and effective antitumor immunity (Fig. 4I and J).

### cGAS is essential for the T-DXd-mediated promotion of IFN-I response in GC cells

Considering the crosstalk between multiple pathways in the regulation of IFN-I, we investigated whether the cGAS-STING pathway plays a specific role in the T-DXd-induced IFN-I response. cGAS knockdown suppressed T-DXd-induced phosphorylation of IRF3 and STAT1, as well as the upregulation of IRF1, a downstream target gene of STAT1 signaling, while having a minimal effect on cell proliferation (Fig. 5A and B). Furthermore, cGAS depletion prevented the transcriptional upregulation of ISGs and abolished the T-DXd-induced enhanced secretion of CCL5 and CXCL10 (Fig. 5C and D). Moreover, transfection with cGAMP partially rescued T-DXd-induced IRF1 expression, which was suppressed by cGAS depletion (Fig. 5E). These observations demonstrate the crucial role of the cGAS-STING pathway in the activation of the proinflammatory IFN-I response by T-DXd.

**Fig. 5:**
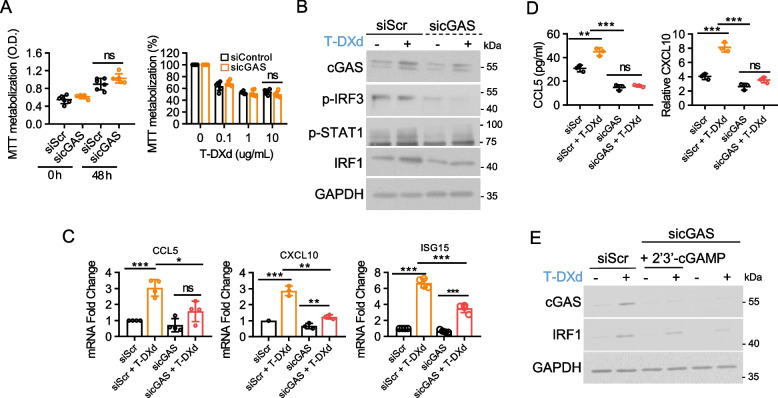
cGAS is essential for the T-DXd-mediated promotion of IFN-I response in GC cells. **A** The impact of cGAS knockdown on cell proliferation (left panel) and sensitivity to T-DXd (right panel) was assessed by MTT assays using NCI-N87 cells transfected with the indicated siRNAs. Data represent the mean ± SD from three independent experiments, ns: not significant. **B** The immunoblot assay determined the effect of cGAS deficiency on T-DXd-induced STAT1 pathway activation in NCI-N87 cells. **C** Quantitative PCR analysis evaluated the mRNA expression levels of ISGs in NCI-N87 cells transfected with specific siRNAs. Data represent the mean ± SD from three independent experiments, ns: not significant, *, *p* < 0.05; **, *p* < 0.005; ***, *p* < 0.001. **D** ELISA measured the cytokine release from cancer cells transfected with specific siRNAs in response to T-DXd treatment. The relative secretion levels of CCL5 and CXCL10 are depicted as mean ± SD, ns: not significant, **, *p* < 0.005; ***, *p* < 0.001. **E** Immunoblotting was employed to evaluate the restoration of T-DXd-induced IRF1 induction, which was attenuated by cGAS depletion upon cGAMP transfection in NCI-N87 cells

### T-DXd induces DC activation and enhances PBMC-mediated tumor cell killing

Emerging evidence suggests that cancer cell-derived DNA can enter the cytosol of DCs and enhance the cGAS-STING-dependent IFN-I response, leading to DC maturation and potent antitumor immune responses [24]. Additionally, cGAMP, produced upon cGAS-STING activation, can be transferred to neighboring DCs, further activating the STING pathway in these bystander cells and amplifying antitumor immune responses. [25, 27]. To explore the effects of T-DXd on DCs, we employed a reliable in vitro model using THP-1 cells. We differentiated THP-1 cells into THP-1-derived DCs (TDDCs) through PMA and IL-4 stimulation and successfully recapitulated the essential features of DCs, as corroborated by the expression of a DC-specific marker (Fig. 6A and B) [38]. Additionally, we validated the functionality of TDDCs by observing the upregulation of the DC activation marker HLA-DR upon cGAMP transfection or LPS treatment (Fig. 6C). These findings confirm the physiological response of the TDDC model and establish its suitability for further immunological investigations. T-DXd, but not trastuzumab, enhanced CD86 and HLA-DR expression in TDDCs in the coculture setting of NCI-N87 cells and TDDCs, indicating an indirect immunomodulatory effect of T-DXd on DC functionality through cancer cells (Fig. 6D). To elucidate the role of the cancer cell-intrinsic cGAS-STING pathway in the upregulation of DC activation markers induced by T-DXd, we performed coculture experiments using NCI-N87 cells pretreated with a STING inhibitor or an IFN-I neutralizing antibody. Remarkably, pharmaceutical inhibition of cancer cell-intrinsic STING or IFN-I significantly mitigated the T-DXd-induced augmentation of HLA-DR expression in TDDCs (Fig. 6E). Moreover, cGAS knockdown in NCI-N87 cells yielded similar results, further underscoring the involvement of the cGAS-STING pathway in T-DXd-mediated DC activation (Fig. 6E). cGAMP transfection in NCI-N87 cells rescued the upregulation of HLA-DR in TDDCs following T-DXd treatment, which was attenuated in the absence of cancer cell-intrinsic cGAS (Fig. 6E). This finding suggests that cGAMP, an activator of the cGAS-STING pathway, can restore DC activation, which is compromised by the loss of intrinsic cGAS in cancer cells. In the transwell system, T-DXd failed to induce cGAS-STING pathway activation or upregulation of CD86 and HLA-DR in TDDCs where direct physical interaction between cancer cells and DCs was prevented (Fig. 6F, S2A-C). This suggests that soluble factors, including released dsDNA, were insufficient to activate DCs. Given that exosomal DNA is too large to pass through the transwell pores, we shifted our focus to exosomes. Evidence indicates that exosomes can transfer nuclear DNA and other immunostimulatory molecules to immune cells, potentially driving DC activation [32, 39, 40]. Indeed, T-DXd treatment potentiated the release of exosomal DNA from cancer cells, and these exosomes effectively activated DCs, leading to the upregulation of HLA-DR and a trend toward increased CD86 expression, although the latter did not reach statistical significance (*p* = 0.0536) (Fig. 6G, S3, H). This suggests that physical interaction or vesicle-mediated transfer of nuclear material, such as exosomal DNA, may be crucial for DC activation. Additionally, we found that secretory factors from cancer cells in response to T-DXd were sufficient to augment NFkB phosphorylation and IL-12 production, suggestive of DC maturation and potential induction of Th1 response (Fig. 6I and J). Collectively, these data suggest that T-DXd may modulate DC function in a cancer cell-dependent manner, particularly through the cGAS-STING-IFN-I axis.

**Fig. 6:**
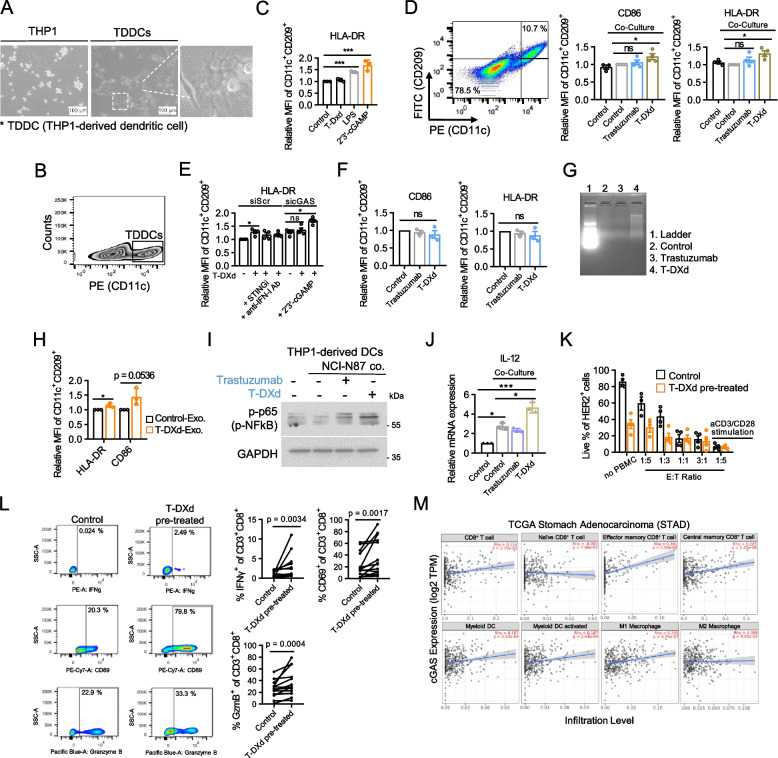
T-DXd induces DC activation and enhances PBMC-mediated tumor cell killing. **A** THP-1 cells were differentiated into TDDCs by adding a cocktail of 20 ng/ml of PMA and recombinant human IL-4. The morphologies of THP-1 cells and TDDCs were observed under a light microscope. **B** Flow cytometry analysis was performed to determine the relative proportion of CD11c^+^ cells in TDDCs at day 6 post-differentiation. **C** Flow cytometry analysis was performed to assess the expression level of HLA-DR in CD11c^+^/CD209^+^ TDDCs treated with the vehicle, T-DXd, LPS, or transfected with 2 µg/ml of cGAMP. **D** NCI-N87 cells and TDDCs were cocultured at a ratio of 3:1 for 72 h with 1 µg/ml of trastuzumab or T-DXd. Flow cytometry analysis was performed to determine the expression level of HLA-DR in CD11c^+^/CD209^+^ TDDCs. **E** NCI-N87 cells transfected with specific siRNAs were pretreated with T-DXd in the presence of STINGi (H-151, 1 µg/ml), human type I IFN neutralizing antibody mixture, or cGAMP transfection for 6 h. Subsequently, cells were harvested and cocultured with TDDCs for an additional 72 h. Flow cytometry analysis was performed to determine the expression level of HLA-DR in CD11c^+^/CD209^+^ TDDCs. **F** TDDCs were generated from THP-1 cells in the lower chambers of Transwell plates. NCI-N87 cells were seeded in the upper chambers of Transwell plates and treated with trastuzumab or T-DXd (1 µg/ml) for 72 h. Flow cytometry analysis determined the expression level of CD86 (left panel) and HLA-DR (right panel) in CD11c^+^/CD209^+^ TDDCs. Data from three independent experiments are presented as mean ± SEM, ns: not significant. **G** Agarose gel electrophoresis of exosomal dsDNA isolated from the culture medium of NCI-N87 cells treated with 1 µg/ml of T-DXd. Exosomes were isolated from the conditioned medium, followed by dsDNA enrichment. Representative images from two independent experiments are shown. **H** Bar graph showing the expression levels of CD86 and HLA-DR in CD11c^+^/CD209^+^ TDDCs after 48 h incubation with exosomes isolated from the culture medium of NCI-N87 cells treated with T-DXd. Flow cytometry was performed to assess the activation markers. Data represent the mean ± SEM from three independent experiments. *, *p* < 0.05. **I** An immunoblot assay was performed on lysates from TDDCs after 48 h of indirect coculture with NCI-N87 cells in the presence of 1 µg/ml of trastuzumab or T-DXd. **J** RT-qPCR was used to measure the expression levels of IL-12 in TDDCs that were indirectly cocultured with NCI-N87 cells for 48 h in the presence of 1 µg/ml of trastuzumab or T-DXd. Data from three independent experiments were shown as mean ± SD, *, *p* < 0.05; ***, *p* < 0.001. **K** PBMC-mediated killing assay of NCI-N87 cells pretreated with T-DXd or the vehicle. Following a 72-h coculture, flow cytometry was used to determine the percentage of live HER2^+^ cells. **L** Flow cytometry analysis of CD69 expression, as well as intracellular staining of Granzyme B and IFN-γ in CD8^+^ T cells from PBMCs and NCI-N87 cocultures, with or without T-DXd pre-treatment. Left panel; representative images from at least 11 experiments. Right panel; frequencies of CD8^+^ T cells expressing CD69, Granzyme B, and IFN-γ. Statistical significance was determined using a paired Wilcoxon test. **M** Scatterplots illustrating the correlation between cGAS expression (log2TPM) and the tumor infiltration of immune cells in TCGA-STAD, including subsets of CD8^+^ T cells, DCs, and macrophages, analyzed using the TIMER2.0 tumor immune estimation resource

To further investigate the immunomodulatory effects of T-DXd, we optimized an in vitro 2D coculture system using NCI-N87 cells and human PBMCs obtained from healthy donors. NCI-N87 cells treated with either T-DXd or the vehicle were cocultured with PBMCs at varying effector cell (E) to target cell (T) ratios. We observed a direct correlation between the number of effector cells and PBMC-mediated tumor cell eradication (Fig. 6K). To optimize subsequent coculture investigations, we used a 1:3 ratio of immune cells to target cells, which notably augmented T-DXd-induced tumor cell death (Fig. 6K). To unveil the precise contribution of T-DXd to immune-mediated tumor cell killing, we assessed the functional profile of CD8^+^ T cells. Remarkably, we observed an increased proportion of CD8^+^ T cells expressing activation markers CD69, Granzyme B, and IFN-γ exclusively in the presence of T-DXd-treated cancer cells (Fig. 6L). These results underscore the capacity of T-DXd to induce ICD within cancer cells while concurrently invigorating CD8^+^ T cells, ultimately resulting in the orchestrated eradication of tumor cells.

Finally, using the TIMER2.0 immune estimation database, we established an association between cGAS expression and immune cell infiltration in patients with GC. cGAS expression positively correlated with the infiltration of myeloid DCs, specifically with its activated subset, as well as M1 macrophages (Fig. 6M). Both populations are intricately linked to Th1 response and robust antitumor immunity. Additionally, tumor-infiltrating effector memory and central memory CD8^+^ T cells, but not naïve CD8^+^ T cells (which play a bystander role in tumor killing), correlated with cGAS levels (Fig. 6M). These observations substantiate the clinical relevance of our in vitro results and underscore the pivotal role of cGAS in shaping the action of T-DXd, effectively connecting tumor-intrinsic immunogenicity with the adaptive immune response against GCs.

## Discussion

In this study, we uncovered key mechanisms underlying the antitumor effects of T-DXd in GC cells, particularly its role in modulating immune checkpoint signaling and antitumor immunity. We found that T-DXd induces HER2-dependent antiproliferative effects by causing DNA damage and apoptosis in HER2-expressing GC cells, which led to the upregulation of PD-L1 via IRF1. Transcriptomic analysis revealed that T-DXd enhances the expression of IFN-I signature genes in HER2-expressing GC cells. T-DXd promoted cGAS-STING pathway activation through TOP1cc, leading to IFN-I production, DC activation, and enhanced CD8^+^ T cell-mediated tumor killing.

Notably, T-DXd upregulated PD-L1 expression in HER2-low as well as HER2-positive GC cells, expanding its clinical significance. Given the role of PD-L1 as a key biomarker for ICI response, this finding highlights new therapeutic opportunities for patients with HER2-low GC, where 40–60% of HER2-negative cases lack effective targeted treatments. The concurrent induction of IFN-I signature genes further supports the rationale for combining T-DXd with ICIs to enhance antitumor immunity in this patient population.

TOP1 inhibitors like T-DXd induce DNA damage primarily by creating SSBs via the accumulation of TOP1cc. If unrepaired, these SSBs can lead to DSBs during replication [41]. ATR, activated by SSBs, is crucial for managing TOP1cc-induced damage, and it is generally assumed that SSBs drive cytosolic dsDNA accumulation, leading to immune activation via the cGAS-STING pathway. However, a recent study has shown that TOP1 poisons can also cause R loop-mediated genome instability, where ATM, rather than ATR, is more critical [42]. This raises the possibility that both ATR and ATM might contribute to cytosolic dsDNA formation depending on the type of DNA damage. Our results indicate that T-DXd-induced cytosolic dsDNA formation is predominantly mediated by ATR. The limited presence of γ-H2AX-positive MN in our experiments suggests that cytosolic dsDNA is primarily linked to SSBs rather than DSBs, further supporting the role of ATR in this process. The minimal involvement of ATM implies that R-loop formation may not play a major role in the mechanism of action of T-DXd. However, the precise mechanisms governing the leakage of nuclear DNA into the cytoplasm and the putative interplay between MN and cytosolic dsDNA remain unclear.

DNA-damaging agents, including T-DXd, can activate both canonical and non-canonical STING pathways. The non-canonical STING pathway involves ATM-interferon gamma-inducible protein 16 (IFI16)-mediated DDR pathway, which operates independently of cGAS [43]. In our study, ATM inhibition partially reduced T-DXd-induced cGAS-STING pathway activation and ISG upregulation, suggesting involvement of both pathways (Fig. S5A and B). While ATR played a critical role in cytosolic dsDNA formation, ATM specifically senses nuclear DSBs, indicating a dual role for cytosolic and nuclear DNA damage in T-DXd-induced STING activation.

Our study identified a significant increase in exosomal DNA released from T-DXd-treated GC cells, which can possibly be explained by the packaging of nuclear content from MN into exosomes during genomic instability [44]. However, the presence of a specific subpopulation of exosomes carrying nuclear DNA has yet to be confirmed, and it remains unknown whether the cGAS pathway directly contributes to exosome biogenesis or regulation. Exosomes released by T-DXd-treated cells induced HLA-DR and CD86 upregulation in TDDCs, suggesting a role for exosomal DNA in immune activation. Interestingly, direct coculture experiments revealed that cGAS-STING activation in cancer cells was necessary for TDDC activation, raising questions about the interplay between exosomal DNA and the cGAS-STING pathway. Future studies are required to clarify whether exosomes from cGAS-depleted cells retain their capacity to activate DCs and whether distinct exosome subpopulations contribute disproportionately to immune activation.

We also observed that T-DXd-induced HLA-DR expression in DCs was inhibited by anti-IFN-I antibodies, indicating that the cGAS-STING pathway in cancer cells indirectly drives DC activation through IFN-I. However, when transwell assays were performed, DC activation was abolished, suggesting that physical interactions or the direct transfer of molecules, such as cGAMP, between cancer cells and DCs may be required for full immune activation. The complex interplay between cGAS-STING activation and soluble factors in the TME requires further investigation to clarify the precise mechanisms underlying these interactions.

Recent studies have identified key regulatory factors within the cGAS-STING pathway that could serve as potential therapeutic targets [45]. One such factor is ENPP1, a transmembrane hydrolase that degrades extracellular cGAMP and produces immunosuppressive adenosine [46–48]. Our analysis revealed that T-DXd treatment significantly elevated ENPP1 levels, particularly in the cell membrane, indicating its potential role as a negative regulator of T-DXd-induced cGAMP signaling (Fig. S6A-C). Investigating the co-targeting of ENPP1 alongside T-DXd could be a promising approach to enhance immunostimulatory effects by preventing cGAMP degradation and amplifying cGAS-STING pathway activation.

HER2 has been implicated in suppressing innate immunity by blocking STING-TBK1 interactions, thus impairing cGAS-STING pathway activation [49]. Our data suggest that T-DXd may enhance the cGAS-STING pathway through dual mechanisms: freeing STING from HER2 inhibition and increasing cytosolic DNA via TOP1cc. While the antitumor function of the cGAS-STING-mediated IFN-I response is clear, this pathway also has dichotomous effects on the TME. Previous studies have shown that cGAS-STING can promote metastasis and tumor progression in certain contexts, likely through chronic inflammation and recruitment of myeloid-derived suppressor cells [50, 51]. Additionally, chronic inflammation during senescence has been shown to promote tumor progression through the recruitment of myeloid-derived suppressor cells [52]. Moreover, cGAS exhibits STING-independent functions in the nucleus, such as regulating DNA repair and cellular senescence [53]. These observations highlight the need for a nuanced approach in targeting the cGAS-STING pathway, considering both its antitumor potential and its context-dependent protumorigenic effects.

Finally, while our TDDC model effectively recapitulates key features of DCs, and PBMCs were employed to assess immune activation, the broader, systemic role of STING pathway in the intact TME remains unexplored. Future studies using humanized mouse models or syngeneic tumor models expressing human HER2 will be necessary to fully evaluate these interactions.

## Conclusions

Our study provides comprehensive insights into the mechanisms underlying the antitumor effects of T-DXd in GC. T-DXd induces the DDR, activates an immune response through the cGAS-STING pathway, and enhances DC activation and PBMC-mediated tumor cell killing. These findings highlight the multifaceted immunomodulatory properties of T-DXd and support its potential as an effective therapeutic strategy in combination with ICB therapies in patients with HER2-positive GC.

## Supplementary Information

Supplementary Material 1.

## Data Availability

The RNA-Seq data produced in this study is accessible via NCBI GEO under the accession number GSE245851.

## Abbreviations

ADC: Antibody-Drug Conjugate
DDR: DNA Damage Response
DSB: Double-Strand Breaks
TOP1: DNA topoisomerase 1
TOP1cc: Topoisomerase-1 DNA covalent cleavage complex
ATM: Ataxia-telangiectasia mutated
ATR: Ataxia telangiectasia and Rad3-related protein
Rad51: DNA repair protein RAD51 homolog 1
Chk1: Checkpoint kinase 1
Chk2: Checkpoint kinase 2
cGAS: Cyclic GMP-AMP Synthase
STING: Stimulator of interferon genes
IFN-I: Type-I Interferons
MN: Micronuclei
DEG: Differentially Expressed Gene
GSEA: Gene Set Enrichment Analysis
IRF1: Interferon Regulatory Factor 1
PD-L1: Programmed Cell Death Ligand 1
ISG: Interferon-stimulated Gene
cGAMP: Cyclic Guanosine Monophosphate-Adenosine Monophosphate (cyclic GMP-AMP)
IFIT1: Interferon induced protein with tetratricopeptide repeats 1
RIG1: Retinoic acid-inducible gene I
ENPP1: Ectonucleotide Pyrophosphatase/Phosphodiesterase
TBK1: TANK binding kinase 1
TME: Tumor microenvironment

# Supplementary material for: Immunomodulatory effects of trastuzumab deruxtecan through the cGAS-STING pathway in gastric cancer cells
**Source:** Cell Commun Signal. 2024 Oct 24;22:518. doi: 10.1186/s12964-024-01893-3
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Supplementary Information for**

**Immunomodulatory effects of trastuzumab deruxtecan through the cGAS-STING pathway in gastric cancer cells**

Kyoung-Seok Oh_1_, Ah-Rong Nam_1_, Ju-Hee Bang_1_, Yoojin Jeong_1_, Sea Young Choo_1_, Hyo Jung Kim_1_, Su In Lee_1_, Jae-Min Kim_1_, _2_, Jeesun Yoon_3_, Tae-Yong Kim_1_, _3_, and Do-Youn Oh_1_, _2_, _3_*

Do-Youn Oh, MD, Ph.D.

Professor,

**
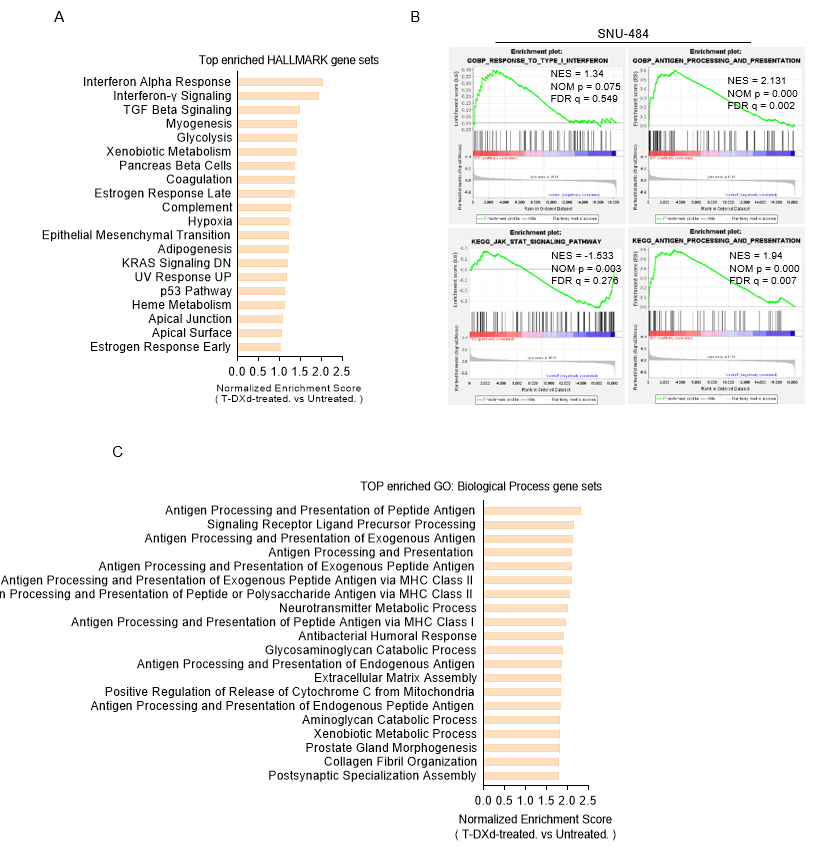
Supplementary Figure 1. RNA-Seq identifies T-DXd treatment-induced gene sets associated with antitumor immunity in HER2-moderate expressing GC cell line, SNU-484.** RNA-Seq analysis was performed using SNU-484 cells treated with vehicle or T-DXd (1 µg/ml) for 72 h. (A) Top 20 enriched Hallmark gene sets ranked by normalized enrichment score from GSEA in response to T-DXd. (B) Representative images from GSEA showing enrichment of gene signatures associated with antitumor immune response. (C) Top 20 enriched GO: Biological Process gene sets ranked by NES from GSEA in response to T-DXd.

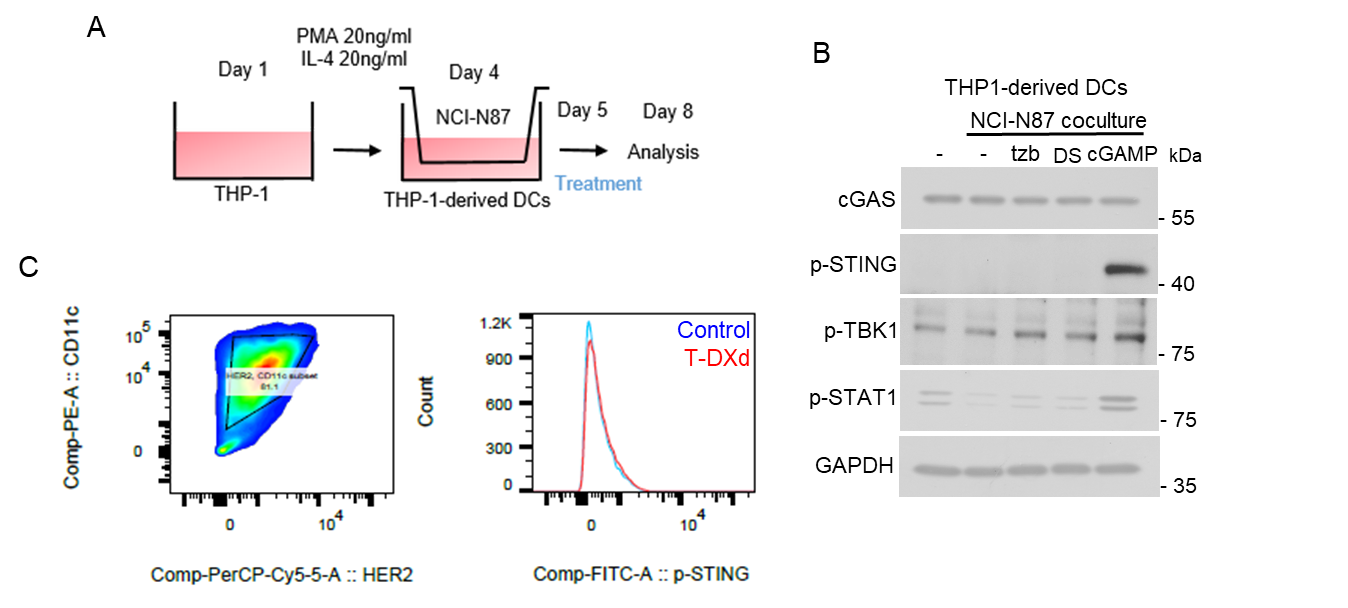

**Supplementary Figure 2. T-DXd fails to induce cGAS-STING pathway activation in TDDCs during indirect coculture in a transwell system.** (A) Schematic diagram illustrating the experimental setup for the indirect coculture of NCI-N87 cells and TDDCs in a transwell system, where direct contact between cancer cells and DCs is prevented. (B) Immunoblot analysis of key components of the cGAS-STING pathway in TDDCs harvested from the lower chamber after 72 h of indirect coculture. (C) Flow cytometry analysis of phosphorylated STING (Ser366) in TDDCs.

**Supplementary Figure 3. T-DXd promotes the release of exosomal dsDNA.** Quantification of exosomal dsDNA isolated from the conditioned medium of NCI-N87 cells treated with 1 µg/ml of trastuzumab or T-DXd for 48 h. Exosomal dsDNA levels were measured using the SpectraMax Quant AccuBlue Pico dsDNA Assay Kit. The sum of two technical replicates is shown as mean ± SEM.

**
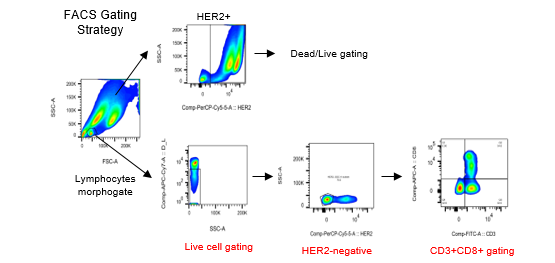
**

**Supplementary Figure 4. Gating strategy for flow cytometry analysis using human PBMCs.** Cancer cells were selected based on size and HER2^+^ expression. Live lymphocytes were selected based on size, Zombie NIR™ Fixable Viability Kit^-^, and HER2^-^ expression. Cytotoxic T cells were selected based on CD3^+^ and CD8^+^ expression.

**
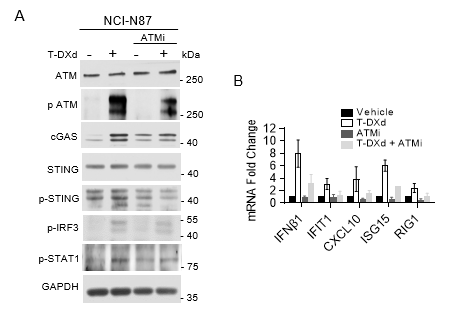
**

**Supplementary Figure 5. ATM inhibition prevents T-DXd-induced cGAS-STING activation in NCI-N87 cells.** (A) Immunoblotting of cGAS-STING pathway in NCI-N87 cells treated with T-DXd (1 µg/ml) with or without AZD0156 (ATMi, 0.1 µM) for 72 h. GAPDH was used as a loading control. (B) RT-qPCR analysis of ISGs in RNA isolated from NCI-N87 cells treated with T-DXd (1 µg/ml) with or without AZD0156 (0.1 µM) for 72 h. Data represent the sum of at least three independent experiments.

**
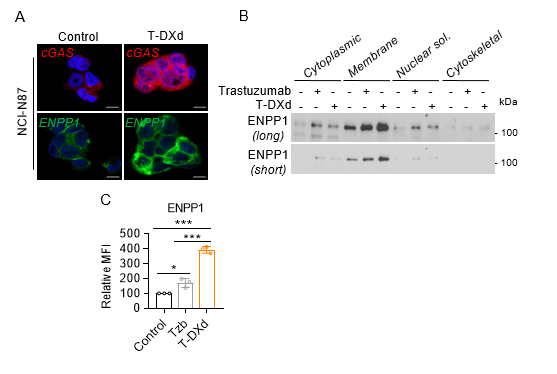
**

**Supplementary Figure 6. T-DXd upregulates ENPP1 expression in HER2-positive GC cells.** (A) Immunofluorescence analysis of cGAS (Red) and ENPP1 (Green) levels in SNU-216 cells treated with T-DXd (1 µg/ml) for 72 h. Representative images from biological duplicates are shown. (B) Immunoblotting of ENPP1 expression in specific cell organelles using lysates isolated from NCI-N87 cells treated with trastuzumab or T-DXd (1 µg/ml). GAPDH was used as a loading control. (C) Flow cytometry analysis of surface ENPP1 expression in NCI-N87 cells treated with trastuzumab or T-DXd (1 µg/ml) for 72 h. Data from biological triplicates are presented as mean ± SEM, *, p < 0.05; ***, p < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

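RNA sequencing counts were analysed for 15 libraries of NCI-N87 cells (vehicle, trastuzumab, T-DXd) and SNU-484 cells (vehicle, T-DXd), with 3 replicates per group. The sample labels call them biological replicates. They call the SNU-484 controls vehicle controls, while the column names of these libraries carry the letters iso, so it is open whether the controls of the 2 lines were treated alike. According to the paper's methods and the submitters' processing notes, the authors trimmed the reads with Trimmomatic 0.38, aligned them to GRCh38 with HISAT2 2.1.0 and assembled and counted them with StringTie 2.1.3b. The release of the gene annotation is not stated there. The deposited counts are whole numbers of reads per gene and library. The authors also deposited a score for each gene, namely a signed linear fold change and a Wald statistic from DESeq2, with the p-value of each of the authors' comparisons, both raw and adjusted. These were read only to count the authors' calls. The normalized and transformed columns per library, 27 for NCI-N87 and 18 for SNU-484, were not used here, nor was a sheet of copied values for CD274 and CD86. A sheet of 60 genes for NCI-N87 holds counts identical to those of the main table for all 60. The tables list 18473 and 18346 genes, of which 15174 are in both. Each listed gene has at least 1 count in every library of its table, so genes without counts in some library cannot be tested. IFNB1 and CXCL10 are in neither table, and CD274 and IFI16 are not in that of SNU-484. The gene of RIG-I is listed as DDX58.

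Counts were tested with edgeR 4.0.16 under R 4.3.3 (filterByExpr with a minimum count of 10 and a minimum total of 15, TMM factors, quasi-likelihood fit without robust weights). P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene is said to rise or fall at an adjusted p under 0.05. The 9 NCI-N87 libraries were fitted together with 1 term per group (6 residual degrees of freedom), and the 6 SNU-484 libraries on their own (4). The difference between the lines in the effect of T-DXd was fitted over the 12 vehicle and T-DXd libraries (8). Prior degrees of freedom were 10.2, 4.76 and 5.55. The standard error of a log2 fold change is its size divided by the square root of F. CPM values use TMM factors within each table, except those of ERBB2, for which both lines were scaled together. Replicate numbers were tested as pairs through the correlation of deviations from group means, and no set of pairs exceeded 0.1 throughout, so that no pairing was used. A block on the replicate number was run as an alternative. Gene positions were taken from a RefSeq annotation on GRCh38, matched on the NCBI gene ID for 98.2% of NCI-N87 genes and 99.8% of SNU-484 genes. Transcript lengths were taken from the GENCODE annotation. These releases may differ from the authors'.

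The 30 gene lists were written from memory after the pathways that the paper names and the known actions of the drugs, and are not the MSigDB sets. They cover type I interferon signaling, interferon-alpha response, interferon-gamma response, MHC class I presentation, MHC class II presentation, cytosolic pattern recognition, NF-kB signaling, inflammatory response, chemokines, JAK-STAT signaling, complement, coagulation, immune checkpoint ligands, p53 targets, DNA damage repair, DNA replication, G2/M phase, histones, apoptosis, senescence-associated secretion, epithelial-mesenchymal transition, HER2 and MAPK feedback, cholesterol synthesis, the integrated stress response, glycolysis and hypoxia, gastric differentiation, mitochondrially encoded genes, ribosomal proteins, leukocyte markers and fibroblast and endothelial markers. Each was tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, adjusted over the 30 lists of a comparison. Alternatives were camera with an estimated correlation, fry, and fgsea 1.28.0 with 10000 permutations of genes. For each list, members were also counted with their p-values adjusted over the list alone. Genes named in the text are those the paper names, in each comparison the 6 largest increases and 6 largest decreases among called genes with an average log2 CPM of at least 2 whose groups do not overlap, and in each list up to 4 called members with the largest change and an average log2 CPM of at least 1. Where a list has no such member, up to 2 with the highest CPM were taken. Symbols that start with LOC, LINC, MIR or SNOR were left out, and read-through symbols, which share reads with their genes, are not named. Some genes named for one drug by this rule are also given for the other. The genes of the type I interferon list called with trastuzumab were listed after their values were seen. Some genes that these rules pick are not reported here.

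Alternatives for the counts were DESeq2 1.42.0, RLE and upper-quartile factors, no filter, at least 10 counts in every library, the replicate block, only the groups compared, and each library left out in turn. After the data had been seen, a fit without trastuzumab replicate 2, the component of variation within SNU-484 groups as a covariate, the 60-gene sheet as a list, gene span with a library left out, the estimated correlation in the test between the lines, and counts at a fold change of 2 with at least 10 counts in every library were added. The groups were also re-formed from the same libraries in all 10 ways for 3 against 3, and in 100 drawn ways for the test between the lines. On simulated counts with the spread of each comparison, 200 genes were changed. At a fold of 2 the test recovered 82.1% in NCI-N87 with T-DXd, 80.6% with trastuzumab, 77.3% between the drugs, 83.1% in SNU-484 and 81.5% between the lines, and at a fold of 1.5 from 62.7% to 71.6%. Unchanged genes made up 6.7% to 7.58% of the calls in the comparisons within a line, above the 5% that the threshold aims at, and 2.58% between the lines. None of 30 unchanged lists was called by camera in any comparison. The simulated genes were drawn independently, so this does not test how camera's preset correlation serves lists of correlated genes. Total counts per library ran from 46666533 to 66581448, so that genes of low CPM carry larger standard errors. Unchanged groups that share their vehicle libraries were simulated to see what correlation the shared libraries give. In addition, each drug was set against vehicle libraries of its own (1 for one drug and the remaining ones for the other), an alternative chosen after the values were seen. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for reading tables and for the plots. Protein, imaging and RT-qPCR experiments of the paper were not analysed here.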

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

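The tests of the G2/M genes below against matched random lists and across settings, and the estimated correlation in the test between the lines, were chosen only after the result was seen. The effect of T-DXd differed between NCI-N87 and SNU-484 for 6150 genes by the test of the difference itself (edgeR), 3302 more positive in NCI-N87 and 2848 more positive in SNU-484. The majority turned under upper-quartile scaling, with 2678 and 3504, and without SNU-484 T-DXd replicate 3, the library that stands apart, with 3330 and 3487. Among 100 splits of the libraries only 1, the real one, gave as many, with 4215 as the highest of the others. Most of these splits mix T-DXd and vehicle libraries within a line. They stand for no effect of T-DXd and not for an equal effect in both lines, so they cannot exclude chance for this count. Of 14227 genes tested in each line and between them, 744 moved in opposite directions with T-DXd, 366 up in NCI-N87 and down in SNU-484 and 378 the reverse, where independent lists would have 431 and 524, and 1353 moved the same way. All 744 also passed the test of the difference, which adds no separate support, since genes called in opposite directions in the same libraries are nearly bound to pass it. ENPP1, which hydrolyses extracellular cGAMP, fell in NCI-N87 and rose in SNU-484, and differed by -1.13 ± 0.15 (SE, adjusted p = 6.51e-05, edgeR).

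G2/M and mitosis genes rose in NCI-N87, 62 of 77 at a median of 0.33, while in SNU-484 16 fell and 2 rose (62 risen and 16 fallen adjusted over the list alone) at a median of -0.12 (camera, adjusted p = 0.00046, and 0.325 with an estimated correlation), and the test between the lines gave an adjusted p = 2.85e-21 from camera (0.00419 with an estimated correlation). A scaling, a filter or a single library as the source is argued against, since the median stayed between 0.32 and 0.34 in NCI-N87 and between -0.14 and -0.0799 in SNU-484 under every alternative for the counts and with each library left out. In SNU-484 the list's median lies at percentile 0.13 of 10000 random lists matched on transcript length and expression level. Those lists had a median of -0.04, so they fell too, though less. Their members are drawn without regard to correlation between genes. The percentile therefore cannot decide whether a trend with these properties carries the fall. A different response of the cell cycle in the HER2-amplified line remains a candidate explanation that was not tested with these counts. By flow cytometry, at a later time than 72 h, the paper reports more cells in G2/M arrest with T-DXd in both lines. Differences in culture, in the control treatment or in sequencing run between the lines also remain open, because each line forms 1 table and these cannot be separated from the line.

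In the same test between the lines, the effect was more positive in NCI-N87 for HER2 and MAPK feedback genes (25 higher and 4 lower of 38, 26 and 4 adjusted over the list alone; camera, adjusted p = 7.4e-18, and 0.00339 with an estimated correlation) and for NF-kB signaling (adjusted p = 2.55e-10 from camera, and 0.00419 with an estimated correlation). It was also more positive for the inflammatory response (camera, adjusted p = 2.38e-06, and 0.00339 with an estimated correlation), for senescence-associated secretion (17 higher and 2 lower of 24, 17 and 2 adjusted over the list alone; camera, adjusted p = 1.29e-07, and 0.00419 with an estimated correlation) and for cholesterol synthesis (14 higher and 1 lower of 24, 14 and 2 adjusted over the list alone; camera, adjusted p = 0.00049, and 0.0482 with an estimated correlation). MHC class II genes differed the other way (camera, adjusted p = 0.0031, and 0.17 with an estimated correlation). No explanation was tested for these lists.

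In expression, the paper uses trastuzumab in NCI-N87 as the comparison for T-DXd, and the genes changed by trastuzumab itself are a signal outside those it discusses. Against vehicle, 1695 genes changed (edgeR), with 993 without vehicle replicate 3, 1055 without vehicle replicate 1 and 1108 without trastuzumab replicate 1. DNA replication genes (camera, adjusted p = 1.39e-12) and cholesterol synthesis genes (camera, adjusted p = 7.44e-14) fell and interferon-gamma response genes (camera, adjusted p = 1.77e-08) rose, of which the first pair kept the call with an estimated correlation and the interferon-gamma list did not (0.0508). Also outside what the paper discusses, all 74 ribosomal protein genes fell with T-DXd in NCI-N87, with a median between -0.44 and -0.41 under every alternative for the counts, and the list lost its call with an estimated correlation (camera, adjusted p = 0.137). Histone genes rose with T-DXd in SNU-484 (camera, adjusted p = 1.01e-06, and 0.275 with an estimated correlation), with a median between 0.43 and 0.60, and the call stood without T-DXd replicate 3, the library that stands apart (adjusted p = 2.8e-05). The members H2AC8, H2AC18, H3C4 and H3C10 had an average log2 CPM of 3.455, 2.93, 1.65 and 1.56. How fully the mRNA libraries capture histone transcripts was not tested.

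For comparisons of 3 against 3 libraries only 10 splits are possible, too few for a share under 0.05. The real split was the only 1 of the 10 with as many calls in each comparison. With T-DXd against vehicle in NCI-N87 it gave 10194 calls against at most 1 in the others, with trastuzumab 1695 against at most 3, with T-DXd against trastuzumab 10039 against at most 0, and in SNU-484 3526 against at most 1 (edgeR).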

How the results depend on the processing

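The covariate for variation within SNU-484 groups, the fit without trastuzumab replicate 2, the 60-gene sheet as a list, gene span with a library left out, the estimated correlation in the test between the lines and the counts at a fold change of 2 with at least 10 counts in every library were chosen only after the result was seen. No call of a named gene reversed under DESeq2, RLE factors, the replicate block or with a library left out, and the other scaling and filters were not followed for single genes. Within a line, no call of a list reversed under RLE factors, at least 10 counts in every library, the replicate block, the covariate, the other list tests or with a library left out. Between the lines, lists were run again only with an estimated correlation. The counts of genes called at an adjusted p under 0.05 moved by less than 1.5 times under DESeq2, both other scalings and both other filters. Under upper-quartile scaling the share of increases went from 37.5% to 48.0% with trastuzumab and from 53.7% to 43.3% in the test between the lines. With the replicate number as a block, 10145 genes were called with T-DXd in NCI-N87, 1572 with trastuzumab, 9966 between the drugs, 4768 in SNU-484 and 6310 between the lines, and no list call changed in the comparisons within a line. Replicates share only a number, and this block is not a measured pairing.

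With each library left out in turn, calls ranged from 9477 to 10201 with T-DXd in NCI-N87, from 9121 to 9434 between the drugs and from 5356 to 6817 between the lines. With trastuzumab they ranged from 993 to 1327 (993 and 1055 without vehicle replicates 3 and 1, 1108 without trastuzumab replicate 1). In SNU-484 they ranged from 1466 to 5477 (1726, 1466 and 1666 without vehicle replicates 1, 2 and 3, 1836 without T-DXd replicate 2, 5477 without T-DXd replicate 3). Fewer libraries lower a count, and T-DXd replicate 3 has the largest spread around its group (SD 0.148 on the log2 scale). The within-group component, of which T-DXd replicate 3 has the largest weight, raised the SNU-484 count to 8025 as a covariate. It was taken from the deviations of these same libraries from their group means, so it narrows the residual spread by construction. The higher count is therefore no separate support. With this covariate camera gave an adjusted p = 0.0613 for type I interferon genes, and with an estimated correlation as well 0 lists passed (type I interferon 0.271, interferon-alpha 0.206, MHC class I 0.206). NF-kB targets lost their call with the covariate too (0.0675). Why these lists lost their calls was not tested. At a fold change of at least 2 and an unadjusted p under 0.05, at least 10 counts in every library lowered the count from 123 to 30 with trastuzumab, from 262 to 167 in SNU-484, from 952 to 623 between the drugs and from 1045 to 703 with T-DXd in NCI-N87, since many genes of low counts reach this fold. Requiring an adjusted p under 0.05 lowered the trastuzumab count from 123 to 39, since the criterion is stricter, and this count was 21 with that filter and 14 under DESeq2. Of the named genes, 2 of 133 lost the call in at least 1 leave-one-out fit with T-DXd in NCI-N87, 38 of 123 with trastuzumab, 8 of 134 between the drugs, 29 of 120 in SNU-484 and 9 of 125 between the lines.

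With an estimated correlation in camera, 13 of 18 list calls stood with T-DXd in NCI-N87, 3 of 13 with trastuzumab, 5 of 22 between the drugs, 0 of 11 in SNU-484 and 9 of 18 between the lines. In NCI-N87 with T-DXd the interferon-alpha list had 0.0782 and MHC class I 0.187, and the type I interferon list between the drugs had 0.0505. In SNU-484 the type I interferon list had 0.16, interferon-alpha 0.115 and MHC class I 0.275. Fry called 9 more lists than camera with T-DXd in NCI-N87 and 10 more in SNU-484, where it gave 21, and called the interferon-gamma list there (0.0034) and the cytosolic recognition list in NCI-N87 with T-DXd (0.000162). Fgsea, which permutes genes, called 21 lists with trastuzumab, among them type I interferon (0.00793). Fry tests a list against no change and camera against other genes, and these methods treat the correlation between genes differently. The cause was not tested beyond that. With each library left out, camera's adjusted p at the preset correlation ranged from 2.8e-09 to 4.21e-08 for type I interferon genes with T-DXd in NCI-N87, from 0.0639 to 0.18 with trastuzumab, from 0.0141 to 0.0438 in SNU-484, and for MHC class I from 0.00131 to 0.0213 in NCI-N87. The ratio of ERBB2 between the lines was 5.18 on the log2 scale without TMM factors, against 5.29. On the 500 most variable genes 1 of 3 NCI-N87 groups formed its own cluster, against 3 over all genes. The correlation across genes of genomic span with the change was 0.112 in NCI-N87 with at least 10 counts in every library, against 0.101, and ranged from 0.0878 to 0.11 with libraries left out. In SNU-484 it ranged from -0.141 to 0.069 with libraries left out, against -0.0659, and was positive without T-DXd replicate 3.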

Differences from the paper's values

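Only counts of changed genes and enrichment scores were set against the paper's, and none of these differed by more than 1.5 times. The RNA of CCL5 (-0.37 ± 0.11) and ENPP1 (-0.49 ± 0.14) fell with T-DXd in NCI-N87. The paper reports more secreted CCL5 and more ENPP1 protein there, which is another measure than RNA. The RNA of CD274, IRF1, IFIT1, ISG15 and DDX58 rose in NCI-N87, the direction that the paper reports, for IRF1 as protein. The paper also reports more cGAS protein with T-DXd. The RNA of CGAS was not called in NCI-N87 (0.08 ± 0.05, adjusted p = 0.192, edgeR). At the paper's thresholds, 1045 genes changed with T-DXd in NCI-N87 (687 higher, 358 lower), against the paper's 1010 (675 and 335). DESeq2 over the same genes gave 998, and edgeR on only the T-DXd and vehicle libraries gave 1010 (673 and 337), an alternative set before the data were examined. The legend of Fig. 3A gives the paper's count for a heatmap as 1310. The normalized enrichment score of type I interferon genes with T-DXd was 2.27 in NCI-N87, against the paper's about 2.1 in Fig. 3D, read by eye, and 1.61 in SNU-484, against about 1.3 in Fig. S1B. For JAK-STAT genes it was 1.67 and -1.37, against about 1.6 and about -1.5. The lists here are not the paper's sets.

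The paper states that only T-DXd, not trastuzumab, induced genes of type I interferon signaling in NCI-N87. Over the list used here, 39 of 57 genes rose with T-DXd and 9 with trastuzumab, all 9 among the 39. Of these 9, GBP2, HLA-B, HLA-F and JAK1 passed with trastuzumab with each library left out. With T-DXd alone, 30 genes of the list rose and 4 fell. With trastuzumab the list did not pass with camera (adjusted p = 0.0839) and passed with fgsea (adjusted p = 0.00793). The paper states that the interferon-alpha and interferon-gamma sets had the highest enrichment scores in SNU-484. Among the 30 lists here, which are not the sets that the paper ranked, they ranked 3 and 10, behind histone and MHC class II genes. The interferon-gamma list passed with fry (adjusted p = 0.0034) and not with camera (adjusted p = 0.203). Among the lists named for interferon responses, interferon-alpha ranked highest.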

Other observations

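The 60-gene sheet as a list, the covariate in SNU-484, the test of the longest genes alone and the fits of gene span with a library left out were chosen only after the result was seen. Beyond immune genes, the lists of matrix genes and of senescence-associated secretion rose with T-DXd in NCI-N87. COL1A1, a fibrillar collagen chain, rose by 2.02 ± 0.12 on the log2 scale (SE, adjusted p = 5.08e-10, edgeR), and TIMP2, an inhibitor of matrix proteases, by 1.52 ± 0.03. Of the genes of epithelial-mesenchymal transition and matrix, 39 of 58 rose and 11 fell (40 and 13 adjusted over the list alone; camera, adjusted p = 6.96e-11, and 0.00567 with an estimated correlation). The list of fibroblast and endothelial markers, which shares the tested genes COL1A1 and ACTA2 with it, had 4 higher and 0 lower of 5 (4 and 0 adjusted over the list alone), at a median of 1.22 that ran from 1.08 to 1.32 over the alternatives. It did not pass (camera, adjusted p = 0.0567, and 0.186 with an estimated correlation), but did without T-DXd replicate 1 (0.0327) and with fry (adjusted p = 8.09e-06). COL1A1, ACTA2, VWF and ENG rose and COL5A2 was not called, and their names were looked up after the values were seen. Of the genes of senescence-associated secretion, 20 of 34 rose and 7 fell (20 and 7 adjusted over the list alone; camera, adjusted p = 2.57e-07, and 0.0387 with an estimated correlation). EPHA4, a receptor of ephrins, rose by 2.40 ± 0.16 and HBEGF, an EGFR ligand, by 1.21 ± 0.07, and of the HER2 and MAPK feedback genes 23 of 38 rose and 8 fell (23 and 8 adjusted over the list alone; camera, adjusted p = 9.24e-11, and 0.00567 with an estimated correlation). MUC5AC, a secreted gastric mucin, rose by 1.93 ± 0.15 and PIGR, which carries IgA across epithelium, had -1.36 ± 0.14. The gastric differentiation list had 10 higher and 9 lower of 27 (10 and 10 adjusted over the list alone), a median of -0.02 and a mean of 0.22 (camera, adjusted p = 0.697). Replication genes moved both ways, with RRM2, a subunit of ribonucleotide reductase, at 0.93 ± 0.02 and the helicase subunit MCM5 at -0.71 ± 0.02, 27 higher and 17 lower of 60 (27 and 17 adjusted over the list alone; camera, adjusted p = 0.217). TOP1, the target of the payload, rose by 0.39 ± 0.03 (adjusted p = 3.05e-09, edgeR).

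In SNU-484, T-DXd lowered genes of MAPK signaling. FOSL1, an AP-1 subunit, had -1.36 ± 0.14 (SE, adjusted p = 0.000684, edgeR) and the feedback inhibitor SPRY4 -0.75 ± 0.06. Outside the lists, the crosslinking enzyme TGM2 was among the largest falls (-1.81 ± 0.08). Of the HER2 and MAPK feedback genes there, 2 of 39 rose and 14 fell (3 and 16 adjusted over the list alone; camera, adjusted p = 7.73e-08, and 0.115 with an estimated correlation). Cholesterol synthesis genes fell, 1 higher and 11 lower of 24 (2 and 11 adjusted over the list alone; camera, adjusted p = 0.00046, and 0.115 with an estimated correlation). NF-kB targets had 11 higher and 15 lower of 90 (12 and 17 adjusted over the list alone). Their list passed in the downward direction at the preset correlation (camera, adjusted p = 0.0269), and not with an estimated correlation (0.115) or with the within-group component as a covariate (0.0675). Complement genes rose, 8 higher and 1 lower of 20 (8 and 2 adjusted over the list alone; camera, adjusted p = 0.00145, and 0.115 with an estimated correlation), with SERPING1, the C1 inhibitor, at 0.70 ± 0.06. Mitochondrially encoded genes rose, 9 higher and 0 lower of 13 (9 and 0 adjusted over the list alone; camera, adjusted p = 0.000108, and 0.423 with an estimated correlation), and lay 0.14 above the group's mean in T-DXd replicate 3. Ribosomal protein genes had 0 higher and 3 lower of 74 (0 and 0 adjusted over the list alone) and a median of -0.01 that ran from -0.16 to 0.06 over the alternatives. Their list did not pass (camera, adjusted p = 0.337). It passed without vehicle replicate 1 (adjusted p = 0.0492) and without T-DXd replicate 3 (adjusted p = 3.66e-09), in which these genes lay 0.242 above the group's mean.

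Genes that the paper measured by RT-qPCR or as protein in other experiments have these values here. CD274, which encodes PD-L1 (chromosome 9, 5450542 to 5470554 of GRCh38), measured 0.528 ± 0.110 CPM (SD, n = 3) with vehicle, 0.769 ± 0.0533 CPM with trastuzumab and 0.970 ± 0.119 CPM with T-DXd in NCI-N87, a log2 fold change with T-DXd of 0.88 ± 0.23 (SE, adjusted p = 0.00349, edgeR). DDX58, which encodes RIG-I, rose by 0.33 ± 0.09 in NCI-N87 and 0.51 ± 0.09 in SNU-484, and IRF1 rose by 0.36 ± 0.04 in NCI-N87. CCL5, a chemokine of T cells, measured 7.83 ± 0.270 CPM with vehicle and 6.07 ± 1.00 CPM with T-DXd in NCI-N87 (SD, n = 3; -0.37 ± 0.11, adjusted p = 0.00639, edgeR). In SNU-484 it had 1.53 ± 0.45 at 0.114 ± 0.0398 and 0.334 ± 0.140 CPM (adjusted p = 0.044, edgeR), and its adjusted p was 0.135, 0.141 and 0.0725 without vehicle replicates 1, 2 and 3 and 0.135 without T-DXd replicate 1. ENPP1 measured 3.01 ± 0.185 and 2.15 ± 0.194 CPM in NCI-N87 (-0.49 ± 0.14) and 4.56 ± 0.183 and 7.19 ± 0.355 CPM in SNU-484 (0.66 ± 0.10), with vehicle and T-DXd in this order (SD, n = 3). In SNU-484, CGAS had -0.19 ± 0.07 (adjusted p = 0.0887, edgeR) and STING1 0.26 ± 0.19 (adjusted p = 0.361, edgeR). STAT3 had 0.21 ± 0.03 (adjusted p = 2.53e-06, edgeR) in NCI-N87. RELA, a subunit of NF-kB, had 0.08 ± 0.03 in NCI-N87, with an adjusted p from edgeR of 0.0863 without vehicle replicate 3 and 0.0798 without T-DXd replicate 2.

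The other lists gave these results from camera with T-DXd. In NCI-N87, DNA damage repair genes had 32 higher and 13 lower of 64 (32 and 14 adjusted over the list alone; median 0.11; adjusted p = 0.025, and 0.187 with an estimated correlation), and in SNU-484 5 higher and 6 lower of 63 (2 and 3 adjusted over the list alone; median -0.03, from -0.08 to 0.01 over the alternatives; adjusted p = 0.337). In NCI-N87, apoptosis genes had 28 higher and 10 lower of 45 (29 and 10 adjusted over the list alone; median 0.15; adjusted p = 0.0571), and in SNU-484 10 higher and 8 lower of 46 (13 and 9 adjusted over the list alone; median 0.05; adjusted p = 0.559). In NCI-N87, genes of the integrated stress response had 23 higher and 10 lower of 40 (24 and 10 adjusted over the list alone; median 0.15; adjusted p = 0.217), and in SNU-484 5 higher and 11 lower of 40 (6 and 12 adjusted over the list alone; median -0.07; adjusted p = 0.104). In NCI-N87, glycolysis and hypoxia genes had 14 higher and 15 lower of 34 (14 and 15 adjusted over the list alone; median -0.02, from -0.06 to 0.02 over the alternatives, mean 0.05, tested direction upward; adjusted p = 0.727), and in SNU-484 7 higher and 5 lower of 33 (7 and 5 adjusted over the list alone; median 0.01, from -0.02 to 0.10 over the alternatives; adjusted p = 0.616). With T-DXd in NCI-N87, histone genes had 5 higher and 7 lower of 33 (5 and 7 adjusted over the list alone; median -0.01; adjusted p = 0.869). With T-DXd in NCI-N87, mitochondrially encoded genes had 0 higher and 8 lower of 13 (0 and 8 adjusted over the list alone; median -0.07; adjusted p = 0.617). With T-DXd in NCI-N87, cholesterol synthesis genes had 10 higher and 8 lower of 25 (12 and 8 adjusted over the list alone; median 0.09; adjusted p = 0.326). The apoptosis list in NCI-N87 passed without vehicle replicate 1 (camera, adjusted p = 0.0494) and T-DXd replicate 2 (0.0322), and the stress response list in SNU-484 without T-DXd replicate 3 (0.00836). The histone median in NCI-N87 ran from -0.08 to 0.23 over the alternatives for the counts.

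In SNU-484, camera gave these results with T-DXd for lists that were described in NCI-N87 alone. Inflammatory response genes had 7 higher and 8 lower of 63 (7 and 8 adjusted over the list alone; median -0.04; adjusted p = 0.404). Fibroblast and endothelial markers had 4 higher and 2 lower of 13 (4 and 2 adjusted over the list alone; median 0.31, from -0.05 to 0.33 over the alternatives; adjusted p = 0.559). Leukocyte markers had 1 higher and 2 lower of 6 (1 and 2 adjusted over the list alone; median -0.03, from -0.10 to 0.06 over the alternatives; adjusted p = 0.337). Genes of senescence-associated secretion had 5 higher and 5 lower of 30 (8 and 6 adjusted over the list alone; median 0.00, from -0.02 to 0.05 over the alternatives, mean -0.20, tested direction downward; adjusted p = 0.337). P53 targets had 10 higher and 5 lower of 42 (10 and 6 adjusted over the list alone; median 0.00, from -0.01 to 0.03 over the alternatives, mean 0.02, tested direction upward; adjusted p = 0.516). Coagulation genes had 0 higher and 2 lower of 18 (0 and 2 adjusted over the list alone; median -0.07; adjusted p = 0.184). Immune checkpoint ligands had 4 higher and 4 lower of 19 (5 and 4 adjusted over the list alone; median -0.08, from -0.13 to 0.03 over the alternatives, mean -0.03, tested direction upward; adjusted p = 0.841). Genes of cytosolic pattern recognition had 11 higher and 13 lower of 78 (11 and 13 adjusted over the list alone; median -0.06, mean 0.04, tested direction downward; adjusted p = 0.524). Chemokines had 4 higher and 0 lower of 8 (5 and 0 adjusted over the list alone; median 0.43; adjusted p = 0.0655). DNA replication genes had 5 higher and 7 lower of 60 (5 and 7 adjusted over the list alone; median -0.02, from -0.03 to 0.00 over the alternatives; adjusted p = 0.516). Genes of epithelial-mesenchymal transition and matrix had 19 higher and 7 lower of 73 (22 and 9 adjusted over the list alone; median 0.11; adjusted p = 0.106). Gastric differentiation genes had 2 higher and 1 lower of 10 (2 and 1 adjusted over the list alone; median -0.01, from -0.06 to 0.04 over the alternatives, mean 0.11, tested direction upward; adjusted p = 0.841). With 1 library left out, chemokines passed without vehicle replicate 3 (camera, adjusted p = 0.0191) and T-DXd replicate 2 (0.0269), coagulation genes without T-DXd replicate 3 (0.0474), and matrix genes without vehicle replicate 1 (0.0438) and T-DXd replicate 3 (0.0303).

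The deposited sheet of 60 NCI-N87 genes shares 22 genes with the cytosolic recognition list and 1 with the type I interferon list. Of its genes, 25 rose and 16 fell with T-DXd, 1 rose and 3 fell with trastuzumab, and 24 were higher and 16 lower between the drugs (25 and 16, 1 and 3, and 24 and 17 adjusted over the list alone, edgeR). PTPRC, which encodes the leukocyte antigen CD45, measured 121 ± 6.92 CPM (SD, n = 3) in vehicle-treated SNU-484 cells and 90.7 ± 14.8 CPM with T-DXd (-0.42 ± 0.11, SE), and its adjusted p from edgeR of 0.03 became 0.106, 0.0885 and 0.0771 without vehicle replicates 1, 2 and 3. The NCI-N87 table does not list it.

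Poisoning of topoisomerase I is known to slow transcription along long genes, so long genes may fall more than short ones. In NCI-N87 with T-DXd, Spearman's rho between the genomic span of a gene and its log2 fold change was 0.101 across 17098 genes, which are not independent replicates, and 0.0878 at its lowest with a library left out. A fall that grows with span over all genes is argued against by this sign. Genes under 10 kb had a median log2 fold change of -0.10, those of 10 to 50 kb 0.01, those of 50 to 200 kb 0.05 and those over 200 kb -0.02. The longest class lay -0.066 from the class below it and above the shortest class. Against trastuzumab, genes over 200 kb had a median of -0.07, with 240 higher and 352 lower with T-DXd, while with trastuzumab alone they had a median of 0.05, with 68 higher and 15 lower. An effect on the longest genes alone thus cannot be told apart from the trends of the other classes. With transcript length and expression level held fixed, rho was 0.0423, and a trend of the libraries with these properties cannot be told apart from one with span, because part of the relation remains.

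In SNU-484 with T-DXd, rho was -0.0659 across 16845 genes, the sign that slowed transcription of long genes would give. With libraries left out it ran from -0.141 to 0.069 and was positive without T-DXd replicate 3, so this explanation cannot be told apart from variation of that library. With transcript length and expression level held fixed rho was -0.0119, so a trend of the libraries with these properties is a candidate explanation. The deviation of T-DXd replicate 3 from its group had a rho of -0.689 with transcript length, against 0.628 and 0.54 in T-DXd replicates 1 and 2.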
